# *Plasmodium* parasites mount an arrest response to dihydroartemisinin, as revealed by whole transcriptome shotgun sequencing (RNA-seq) and microarray study

**DOI:** 10.1186/s12864-015-2040-0

**Published:** 2015-10-21

**Authors:** Philip J. Shaw, Sastra Chaotheing, Pavita Kaewprommal, Jittima Piriyapongsa, Chayaphat Wongsombat, Nattida Suwannakitti, Pongpisid Koonyosying, Chairat Uthaipibull, Yongyuth Yuthavong, Sumalee Kamchonwongpaisan

**Keywords:** Dihydroartemisinin, RNA-seq, Microarray, *Plasmodium*, Malaria, Transcriptome

## Abstract

**Background:**

Control of malaria is threatened by emerging parasite resistance to artemisinin and derivative drug (ART) therapies. The molecular detail of how *Plasmodium* malaria parasites respond to ART and how this could contribute to resistance are not well understood. To address this question, we performed a transcriptomic study of dihydroartemisinin (DHA) response in *P. falciparum* K1 strain and in *P. berghei* ANKA strain using microarray and RNA-seq technology.

**Results:**

Microarray data from DHA-treated *P. falciparum* trophozoite stage parasites revealed a response pattern that is overall less trophozoite-like and more like the other stages of asexual development. A meta-analysis of these data with previously published data from other ART treatments revealed a set of common differentially expressed genes. Notably, ribosomal protein genes are down-regulated in response to ART. A similar pattern of trophozoite transcriptomic change was observed from RNA-seq data. RNA-seq data from DHA-treated *P. falciparum* rings reveal a more muted response, although there is considerable overlap of differentially expressed genes with DHA-treated trophozoites. No genes are differentially expressed in DHA-treated *P. falciparum* schizonts. The transcriptional response of *P. berghei* to DHA treatment *in vivo* in infected mice is similar to the *P. falciparum in vitro* culture ring and trophozoite responses, in which ribosomal protein genes are notably down-regulated.

**Conclusions:**

Ring and trophozoite stage *Plasmodium* respond to ART by arresting metabolic processes such as protein synthesis and glycolysis. This response can be protective in rings, as shown by the phenomenon of dormancy. In contrast, this response is not as protective in trophozoites owing to their commitment to a highly active and vulnerable metabolic state. The lower metabolic demands of schizonts could explain why they are less sensitive and unresponsive to ART. The ART response pattern is revealed clearly from RNA-seq data, suggesting that this technology is of great utility for studying drug response in *Plasmodium*.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-015-2040-0) contains supplementary material, which is available to authorized users.

## Background

Control, and ultimately eradication of malaria require effective drugs to treat infections. The current most widely-used artemisinin-based combination therapies are being undermined by the emergence of resistance in Southeast Asia. Isolates from different *P. falciparum* parasite populations displaying slow clearance in patients possess 10–20 fold greater tolerance to artemisinin and derivatives with the same pharmacophore (ART) *in vitro* [1, 2].

Following the completion of the *P. falciparum* genome sequence and the development of microarray technology for interrogating the transcriptome, several studies were published of parasite transcriptomic response to perturbation, including anti-malarial drugs. Whereas parasite response to some drugs such as antifolates is modest [3], other drugs, including ART provoke a greater response [4, 5]. Greater understanding of the parasite transcriptional response to ART could give insight into the drug’s mode of action and the mechanism of parasite resistance, since ART-resistant parasites display altered transcriptional programs during the normal intra-erythrocytic development cycle (IDC), as shown by microarray analysis of slow-clearance field isolates [6, 7] and laboratory-induced resistant parasites [8, 9]. Interpretation of the ART transcriptional response is complicated by the fact that sensitivity to this class of drug varies greatly through the IDC; trophozoites are the most sensitive, whereas other stages are up to 100-fold less sensitive [10–12]. This variation could correspond with different transcriptional responses depending on the stage of parasite developmental.

A previous microarray study of artesunate response in *P. falciparum* trophozoites revealed a major transcriptional response to the drug [4]. However, the question of whether other stages of parasite development would respond in a similar fashion was not addressed, and so it was not clear if the parasite could respond in a way to counteract the effect of the drug. Some of the artesunate-induced changes in gene expression might reflect a protective response by the parasite, since transgenic over-expression of a tryptophan-rich protein unique to *Plasmodium* parasites (previously identified as over-expressed in response to artesunate [4]) reduces artesunate sensitivity [13].

ART therapy is used to treat *P. falciparum* and *P. vivax* infections, and various ART compounds including dihydroartemisinin (DHA) are similarly potent against rodent malaria parasite species such as *P. berghei* [14]. Given the similarity of drug action against different *Plasmodium* species, it is plausible that there is a common pattern of transcriptional response against this class of drug. In this study, we explored *Plasmodium* response to ART with the aim of identifying patterns of gene expression across developmental stages and species that could give further insight into mechanism of drug action. We performed microarray analysis of the *P. falciparum* trophozoite DHA response, and performed a meta-analysis of these data together with published microarray data for artesunate and artemisinin responses. The profile of *Plasmodium* response to DHA was explored further by RNA-seq analysis of drug-treated synchronized *P. falciparum* ring, trophozoite and schizont cultures and mixed stage *P. berghei* in infected mice.

## Results

### *P. falciparum* K1 strain response to DHA assessed by microarray analysis

We tested the transcriptional response to DHA, as this compound is an active metabolite of ART compounds in clinical use. The transcriptional response to this compound was tested for *in vitro* treatment of *P. falciparum* K1 using an experimental design similar to that used previously for artesunate [4]. Synchronized trophozoite cultures were exposed to therapeutic concentrations of DHA (500 nM) for 1, 2 and 3 h. The transcriptomic changes induced by the drug were determined by comparing microarray profiles of drug treated with matched vehicle-treated controls. A major transcriptional response was observed after 1 h, as revealed by the 1886 features showing significant differential expression. After removal of dubious and multiple features mapping to the same gene, 1653 differentially expressed genes were identified. Similar numbers of significant features were found for the other treatment time-points (Additional file 1).

The DHA responses were compared with those reported for artesunate [4] and artemisinin [5]. On the one hand, we were not expecting much correspondence among these datasets since different compounds at different concentrations and treatment regimens were used, parasite strains were different, and microarraydesigns and protocols differed. On the other hand, a reproducible set of genes may be found if drugs with the same pharmacophore provoke a similar response. From meta-analysis of expression changes across different treatments, a set of 284 down- and 263 up-regulated significant genes were found (Additional file 2: Fig. 1a). Gene ontology (GO) analysis showed significant enrichment of the terms GO:0043228 ~ non-membrane-bounded organelle and GO:0043232 ~ intracellular non-membrane-bounded organelle among down-regulated genes (FDR = 4.5 %), which primarily relate to the cytoplasmic ribosome. No terms were significant among up-regulated genes. The DHA-induced changes positively correlated with changes observed during normal ring and early trophozoite development (0–28 h post infection (hpi)), whereas drug-induced changes negatively correlated with mature trophozoite and schizont stages (30–48 hpi) (Fig. 1b).

**Fig. 1:**
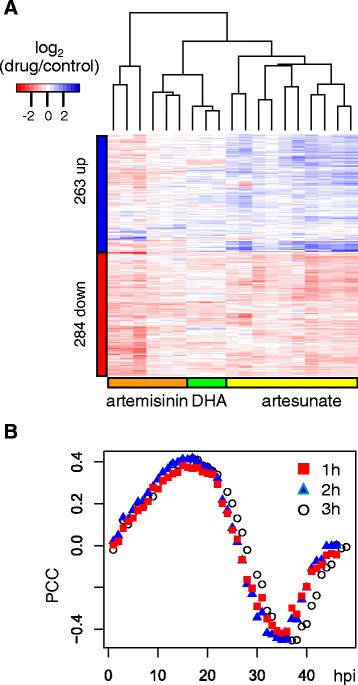
Artemisinin and derivative drug (ART) response from microarray data analysis. **a**. Heatmap of genes with significant changes in expression (547 genes FDR < 0.05) by RankProducts meta-analysis of microarray data for artemisinin [5], artesunate [4] and DHA (this study) induced changes. Rows correspond to genes and columns parasite drug treatments. The values used for clustering are the average of treatment replicates, or the average of multiple probe measurements for the same gene (Hu et al. data [5]). Columns and rows were ordered by hierarchical clustering; the row dendrogram is omitted for clarity. Treatments cluster according to drug derivative/microarray study, as shown by side bars. **b**. Correlation of DHA-induced transcriptional changes (1, 2 and 3 h treatments) in *P. falciparum* K1 strain with HB3 strain intra-erythrocytic developmental cycle changes over 46 time-points of hours post-invasion (hpi) [31]. Pearson correlation coefficients (PCC) were calculated from 4157 shared oligo probe features

### *Plasmodium falciparum* DHA response assessed by RNA-seq data analysis

*In vitro* DHA treatments of *P. falciparum* K1 were repeated (500 nM DHA for 1 h), but this time on synchronized ring, trophozoite and schizont parasites. 

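K1 is a strain of *P. falciparum* grown in culture. Treatment began at 0, 18 and 36 h after the second synchronization, when the parasites were rings, trophozoites and schizonts. At each of the 3 stages, cultures were left untreated, treated for 1 h with the vehicle (0.1% DMSO), or treated for 1 h with DHA at 500 nM, and the treated ones were harvested after that hour. With 2 replicates in each of the 9 groups, 18 strand-specific RNA-seq libraries were made. For each library the authors removed rRNA reads, aligned the remaining reads to the 3D7 genome with a setting they describe as unique mapping, and removed duplicates and reads with many mismatches. They then counted the sense-strand first reads of the pairs on each exon and summed the exons of each gene, so that a read touching more than 1 exon was counted in each. The deposited values are these counts for 5771 gene IDs, without normalization. Total counts per library ran from 1051322 to 1810684. The totals of replicates 1 and 2 were 1051322 and 1753360 for untreated rings, 1810684 and 1411475 for vehicle-treated rings, and 1443402 and 1419114 for DHA-treated rings. They were 1757663 and 1792519 for untreated trophozoites, 1525964 and 1496862 for vehicle-treated trophozoites, and 1627934 and 1800512 for DHA-treated trophozoites. In schizonts they were 1528892 and 1430966 without treatment, 1280287 and 1235503 with vehicle, and 1593998 and 1709606 with DHA. The paper's own depth in Additional file 6, counted as first reads of good quality, is 916108 to 1540826 per library, whereas the values given here use the summed exon counts.

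From these counts, 226 IDs annotated as non-coding RNA were left out and 5545 were kept. Within each stage, DHA-treated and vehicle-treated libraries were compared by edgeR's quasi-likelihood test after TMM normalization. A gene was tested if it had a CPM (counts scaled to the library total) of at least 1 in each of the 4 libraries compared, which corresponds to between 1.04 and 1.80 counts. Genes were called differentially expressed at a Benjamini-Hochberg adjusted p under 0.05. Normalized counts are given as TMM-scaled CPM. Additional file 6 of the paper lists all DHA-treated and untreated libraries in sequencing pool 1 and all vehicle-treated libraries in sequencing pool 2. The comparison of DHA with vehicle is therefore also a comparison between pools, and the treatment and the pool cannot be told apart within it. DHA-treated and untreated libraries were compared in the same way within pool 1.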

The transcriptomes of the untreated parasite populations showed maximal correlation with early (10–20 hpi), mature (24–35 hpi) and late (40–48 hpi) time-points of the IDC from published RNA-seq studies, respectively (Fig. 2a, b, c). 

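The published time courses were not used here, and the untreated libraries were compared with each other. Log2 CPM was correlated across the 3884 genes with a CPM of at least 1 in each of the 18 libraries; the genes are not independent replicates. Pearson's r between the 2 untreated replicates was 0.934 in rings, 0.967 in trophozoites and 0.975 in schizonts. Between stages, r was 0.629 for untreated rings and trophozoites, 0.699 for untreated rings and schizonts, and 0.647 for untreated trophozoites and schizonts. The stages thus differed from each other by more than the replicates of any stage did. Vehicle-treated parasites had an r of 0.916 with untreated parasites of the same stage in rings, 0.971 in trophozoites and 0.954 in schizonts.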

Drug treatments had no effect on parasite morphology (Additional file 3). The transcriptional responses to DHA among the different stage parasites were determined by comparing strand-specific RNA-seq read counts of drug-treated with matched vehicle-treated controls.

**Fig. 2:**
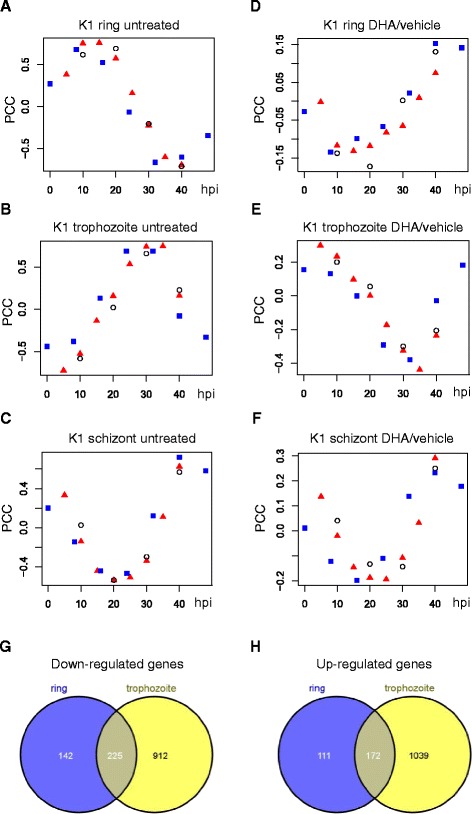
Correlation of DHA drug-induced and developmental transcriptional changes from RNA-seq data. RNA-seq data from untreated *P. falciparum* K1 ring (**a**), trophozoite (**b**) and schizont (**c**) synchronized parasites were compared with published RNA-seq data from time-points taken during the intra-erythrocytic developmental cycle (IDC) (Bártfai et al. dataset [58], red triangles; Otto et al. dataset [57], blue squares; Siegel et al. dataset [59], open circles). Pearson correlation coefficients (PCC) were calculated from 3839 genes expressed in all time-points, defined as hours post-invasion (hpi). Transcriptomic changes in expression induced by 1 h DHA treatment for ring (**d**), trophozoite (**e**) and schizont (**f**) parasites were correlated with changes during the IDC (data and symbols as in parts A-C). The overlap of genes with significant change in expression under DHA treatment in ring and trophozoite parasites is shown for down-regulated genes in (**g**) and up-regulated genes in (**h**)

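For each stage, a profile was made from the untreated libraries as the log2 CPM of a gene at that stage minus its mean over the 3 stages. The log2 (DHA/vehicle) change of the same stage was then correlated with this profile across genes, which are not independent replicates. In rings, Pearson's r over 4106 genes was -0.225 and Spearman's rho was -0.259. Taken separately, the change in replicate 1 gave an r of -0.179 and that in replicate 2 gave -0.207. In trophozoites, Pearson's r over 4678 genes was -0.426 and Spearman's rho was -0.310, with r of -0.393 in replicate 1 and -0.434 in replicate 2. The setting that moved the ring value most was the control. With untreated in place of vehicle-treated libraries, r was 0.249 in rings, the opposite sign, and -0.450 in trophozoites. The untreated libraries enter both the change and the profile in that comparison.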

The global profile of transcriptomic changes induced by DHA for rings and trophozoites were almost mirror-image profiles of untreated parasites at the same stages of development (Fig. 2d, e). In contrast, the patterns of gene expression in DHA-treated schizonts were indistinguishable from normal schizont development (Fig. 2f). 

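In schizonts, the correlation across 4665 genes between the log2 (DHA/vehicle) change and the untreated schizont profile was 0.142 (Pearson's r) and 0.139 (Spearman's rho). Replicate 1 gave an r of 0.250 and replicate 2 an r of -0.00427, so the sign was not the same in both replicates. With 1 library left out at a time, r lay between -0.0564 and 0.293. With untreated in place of vehicle-treated libraries, r was -0.263. The changes in the 2 replicate pairs of schizonts had an r of 0.183 with each other across genes. The corresponding r between replicate pairs was 0.533 in rings and 0.870 in trophozoites.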

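In trophozoites, 4678 genes were tested, of which 2375 were called by edgeR's quasi-likelihood test, 1230 up-regulated and 1145 down-regulated. The biological coefficient of variation among the 4 libraries was 0.0728. Same-numbered libraries of the DHA and vehicle groups deviated from their group means with a correlation of 0.108 across genes, and with the replicate number as a block (replicate block) 2575 genes were called. Of the alternatives run, a dispersion shared by all 12 DHA and vehicle libraries moved the count most, to 1368. The smallest adjusted p among up-regulated genes was that of PF3D7_0401800, a PHISTb exported protein, with 1359 ± 23.1 normalized counts under DHA and 60.7 ± 1.37 under vehicle (SD, n = 2). Its log2 fold change was 4.48 (standard error 0.124, adjusted p = 4.98e-17). It was followed by PF3D7_1201100, a RESA-like protein, at 5.50 (adjusted p = 1.36e-16) and the exported protein PF3D7_0730800.1 at 3.33 (adjusted p = 7.66e-14). Among down-regulated genes, the leucyl aminopeptidase PF3D7_1446200 came first, with 428 ± 45.5 normalized counts under DHA and 1408 ± 17.5 under vehicle (SD, n = 2). Its log2 fold change was -1.72 (standard error 0.104, adjusted p = 1.43e-11). The DJ-1 gene PF3D7_0627500 had a log2 fold change of -1.67 (adjusted p = 2.18e-11) and the ribosomal protein gene PF3D7_1309100 one of -1.52 (adjusted p = 8.68e-11). These 6 genes also passed the threshold in the same direction against untreated trophozoites, where 1643 genes were called. PF3D7_0401800 and PF3D7_1201100 belong to multigene families, whose near-identical members can split reads.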

Of the three stages, the most dramatic response was observed for the trophozoite stage in which 2349 genes showed significant change. In contrast, 651 genes were differentially expressed in ring, and none in schizont stage parasites (Additional file 4). 

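In rings, 4106 genes were tested and 665 were called, 283 up-regulated and 382 down-regulated. In schizonts, 4665 genes were tested and 0 were called, with 164 at an unadjusted p under 0.05. The biological coefficient of variation was 0.100 in rings and 0.226 in schizonts. The ring count was moved most by the dispersion shared across 12 libraries, which gave 259 genes, and the same setting gave 17 genes in schizonts. With the replicate block, 1029 genes were called in rings and 0 in schizonts, with 257 schizont genes at an unadjusted p under 0.05. The correlation of same-numbered libraries behind this pairing was 0.0729 in rings and 0.342 in schizonts. The up-regulated ring genes with the smallest adjusted p were PF3D7_0731300, a PHISTb protein (log2 fold change 3.46, standard error 0.180, adjusted p = 9.23e-12), the EMP1-trafficking protein PF3D7_0730900 (3.36, adjusted p = 6.92e-11) and PF3D7_1201100 (5.10, adjusted p = 1.31e-10). The down-regulated ones were PF3D7_1446200 (-1.38, adjusted p = 1.22e-07), the enolase gene PF3D7_1015900 (-1.51, adjusted p = 2.01e-07) and the ADP/ATP transporter gene PF3D7_1037300 (-1.27, adjusted p = 6.52e-07). Against untreated rings, the 3 up-regulated genes passed the threshold again and the 3 down-regulated genes did not. In schizonts, the rising gene with the smallest p was PF3D7_0514500 (log2 fold change 2.46, standard error 0.565) and the falling one PF3D7_1201100 (-3.20, standard error 0.639), both with an adjusted p of 0.291. PF3D7_1201100 passed the threshold with DESeq2 (adjusted p = 0.0422) and with edgeR scaled to total counts (adjusted p = 0.0314). It did not with limma voom (adjusted p = 0.720) or edgeR's replicate block (adjusted p = 0.737). With each library left out, its log2 change lay between -5.03 and -2.32.

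The difference between stages was tested as the interaction of stage and treatment in a model of the 12 DHA and vehicle libraries, over 3918 genes. The model gave each gene 1 dispersion for all 12 libraries. The biological coefficient of variation, however, was 0.0728 in trophozoites, 0.100 in rings and 0.226 in schizonts. Counts of differences from schizonts can thus be too high, and those between trophozoites and rings too low. Between trophozoites and schizonts, 1055 genes had a different DHA effect, 570 higher and 485 lower in trophozoites. Between rings and schizonts there were 183 such genes, 92 higher and 91 lower in rings. Between trophozoites and rings there were 354, 261 higher and 93 lower in trophozoites. Limma with voom moved the last count most, to 817. With the replicate block, these 3 counts were 1397, 368 and 565. The split of directions depended on the scaling. Scaled to total counts, 853 genes were higher and 239 lower in trophozoites than in schizonts. For rings against schizonts the numbers were 435 and 34, and for trophozoites against rings 192 and 163.

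**Figure D1:**
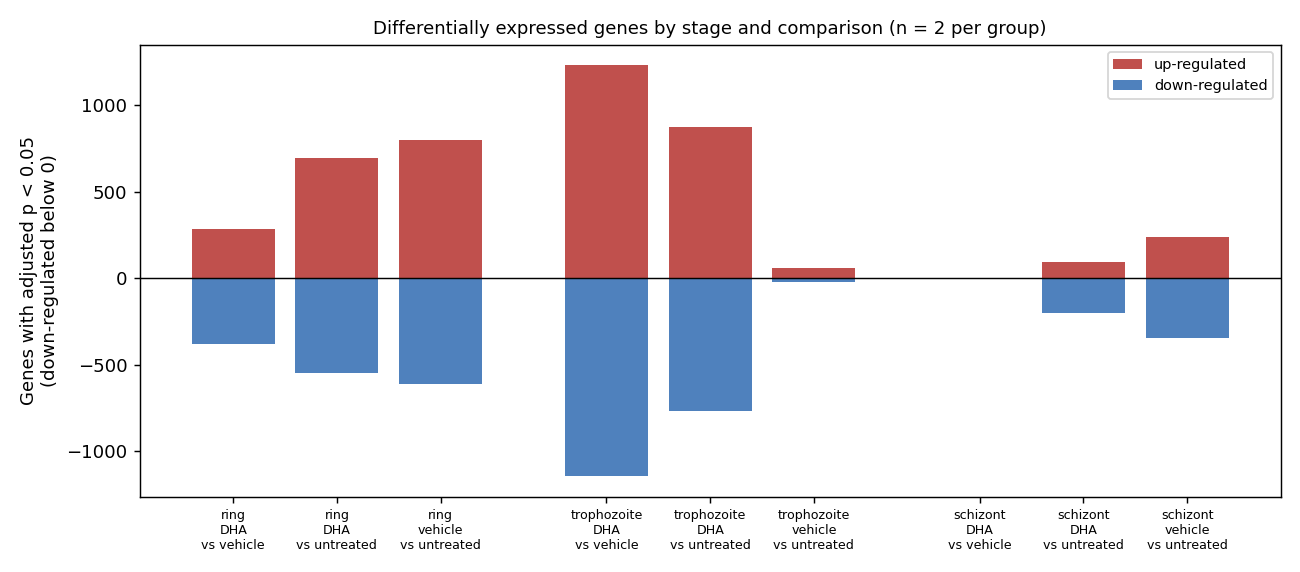
Number of genes with an adjusted p under 0.05 by edgeR's quasi-likelihood test for each stage and comparison of 2 groups of 2 libraries, with up-regulated genes above 0 and down-regulated genes below 0. For DHA against vehicle, trophozoites have 1230 up-regulated and 1145 down-regulated genes, rings have 283 and 382, and schizonts have 0.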

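Of the 382 genes down-regulated in DHA-treated rings, 233 (61.0%) were also down-regulated in trophozoites and 46 were up-regulated there. Among the 3966 genes tested in both stages, 95.2 shared genes would be obtained if the lists were independent (odds ratio 5.98, one-sided Fisher's exact test across genes, p = 5.05e-57). Of the 283 genes up-regulated in rings, 174 (61.5%) were up-regulated in trophozoites and 15 were down-regulated, against 76.8 under independence (odds ratio 5.00, one-sided Fisher's exact test, p = 1.17e-36). The log2 changes of rings and trophozoites had a Pearson's r of 0.312 and a Spearman's rho of 0.319 over these genes, and an r of 0.0634 when both stages were set against untreated libraries. With the replicate block, paired by the same-numbered libraries described for each stage, the shared genes were 326 down-regulated and 268 up-regulated. Scaling to total counts in place of TMM moved these counts most, to 74 and 428 genes. That scaling raised the median log2 change of all genes from 0.05 to 0.37 in rings and from -0.01 to 0.16 in trophozoites. Vehicle-treated libraries of both stages came from another pool than the DHA-treated ones. A common pool effect could also make the lists overlap, so the Fisher tests do not show a shared DHA response. Against untreated libraries of the DHA pool, 3.43% of the 233 down-regulated genes passed the threshold in the same direction in both stages. Of the 174 up-regulated ones, 30.5% did. Untreated rings also differed from both treated groups, so a low share need not follow from the pool.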

Among the differentially expressed genes in rings and trophozoites, there was considerable overlap (Fig. 2g, h). 

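In the files, 80 genes were annotated as cytosolic ribosomal proteins, and all were tested in each stage. In DHA-treated rings, 56 of them (70%) were down-regulated and 0 were up-regulated, with a median log2 change of -0.50 and a range from -0.89 to 0.36. Of the 4026 other genes tested in rings, 326 (8.10%) were down-regulated (Fisher's exact test across genes, p = 8.21e-41). Restricted to the 3022 other genes with a product description, 314 (10.4%) were down-regulated. The median of 10000 random lists of 80 genes matched on mean expression was -0.43, and the ribosomal median lay at percentile 0.830 of these lists. The lists were drawn from all tested genes, the ribosomal genes included, which pulls their median towards the ribosomal one. They therefore do not show how far other genes of similar expression changed. In trophozoites, 78 of the 80 were down-regulated and 1 was up-regulated, with a median of -0.92 and a range from -1.52 to 1.06. Of the 4598 other genes, 1067 (23.2%) were down-regulated (Fisher's exact test, p = 5.14e-46), the random lists had a median of -0.32, and 0 of the 10000 had a median as low. Scaled to total counts, 26 of the 80 were down-regulated and 2 up-regulated in rings, and 77 and 1 in trophozoites. The control moved the ring median most. Against untreated rings the median was 0.99, with 44 of the genes up-regulated and 0 down-regulated, whereas against untreated trophozoites it was -1.09, with 76 down-regulated. The random lists had a median of 0.81 against untreated rings, and the ribosomal median lay at percentile 99.79. Against untreated trophozoites the random lists had a median of -0.37.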

GO analysis showed that cytosolic ribosome function was strongly represented among down-regulated genes in rings (Table 1) and trophozoites (Table 2). Significant GO terms relating to apicoplast and protein phosphorylation functions were represented among up-regulated genes in trophozoites (Table 3).

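GO annotation was not used here, and genes were taken by product description. Of 12 trophozoite genes with an apicoplast product, 7 were up-regulated and 1 was down-regulated, with a median log2 change of 0.46 and a range from -0.91 to 1.82. Among the 3295 other genes with a product description, 1096 were up-regulated. The enrichment did not pass the threshold in this small list (Fisher's exact test across genes, Benjamini-Hochberg adjusted p = 0.170 over 28 tests, raw p = 0.120). Scaled to total counts, 9 were up-regulated and 1 down-regulated (Fisher's exact test, adjusted p = 0.0336), and the median relative to all genes was 0.46.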

**Table 1:** Gene Ontology analysis of genes down-regulated in response to DHA in *P. falciparum* K1 rings from RNA-seq analysis

Term	Count	List Total	Pop Hits	Pop Total	PValue	FDR
GO:0006412 ~ translation	70	151	168	1076	1.5E–22	2.0E–19
GO:0044445 ~ cytosolic part	38	115	61	869	3.8E–20	4.3E–17
GO:0005840 ~ ribosome	48	115	108	869	8.3E–18	9.2E–15
GO:0005829 ~ cytosol	42	115	84	869	1.3E–17	1.4E–14
GO:0003735 ~ structural constituent of ribosome	44	184	96	1289	2.4E–14	3.0E–11
GO:0030529 ~ ribonucleoprotein complex	52	115	150	869	7.4E–14	8.2E–11
GO:0005198 ~ structural molecule activity	44	184	115	1289	4.8E–11	6.1E–08
GO:0043228 ~ non-membrane-bounded organelle	49	115	167	869	8.7E–10	9.6E–07
GO:0022627 ~ cytosolic small ribosomal subunit	16	115	22	869	1.9E–09	2.1E–06
GO:0015935 ~ small ribosomal subunit	19	115	35	869	2.5E–08	2.8E–05
GO:0008135 ~ translation factor activity, nucleic acid binding	17	184	47	1289	3.8E–04	4.8E–01
GO:0006006 ~ glucose metabolic process	10	151	20	1076	6.7E–04	9.1E–01
GO:0016052 ~ carbohydrate catabolic process	10	151	21	1076	1.0E–03	1.4E + 00
GO:0044275 ~ cellular carbohydrate catabolic process	10	151	21	1076	1.0E–03	1.4E + 00
GO:0046164 ~ alcohol catabolic process	10	151	21	1076	1.0E–03	1.4E + 00
GO:0005853 ~ eukaryotic translation elongation factor 1 complex	5	115	5	869	1.3E–03	1.4E + 00
GO:0019318 ~ hexose metabolic process	10	151	22	1076	1.6E–03	2.1E + 00

Enrichment of GO terms in 367 significantly down-regulated genes (gene list) was calculated relative to the total of 4075 genes detected as expressed in this stage (background list). The GO terms listed are those considered significant from DAVID analysis (FDR < 5 %) and non-redundant by REVIGO filtering

**Table 2:** Gene Ontology analysis of genes down-regulated in response to DHA in *P. falciparum* K1 trophozoites from RNA-seq analysis

Term	Count	List Total	Pop Hits	Pop Total	PValue	FDR
GO:0005829 ~ cytosol	70	276	85	963	3.4E–26	4.2E–23
GO:0044445 ~ cytosolic part	54	276	62	963	4.6E–22	5.8E–19
GO:0006412 ~ translation	99	348	181	1139	3.1E–13	4.5E–10
GO:0005840 ~ ribosome	68	276	117	963	3.1E–12	3.8E–09
GO:0003735 ~ structural constituent of ribosome	62	407	101	1385	1.4E–11	2.0E–08
GO:0022627 ~ cytosolic small ribosomal subunit	22	276	22	963	3.5E–11	4.3E–08
GO:0030529 ~ ribonucleoprotein complex	82	276	159	963	4.5E–11	5.6E–08
GO:0043228 ~ non-membrane-bounded organelle	87	276	186	963	7.1E–09	8.9E–06
GO:0005198 ~ structural molecule activity	65	407	120	1385	6.6E–09	9.3E–06
GO:0015935 ~ small ribosomal subunit	25	276	35	963	6.5E–07	8.1E–04
GO:0000502 ~ proteasome complex	20	276	30	963	5.9E–05	7.4E–02
GO:0044265 ~ cellular macromolecule catabolic process	29	348	55	1139	9.2E–04	1.3E + 00

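Of the 24 genes annotated as proteasome subunits, 20 were down-regulated in DHA-treated trophozoites and 1 was up-regulated. Their median log2 change was -0.50, and 982 of the 3283 other genes with a product description were down-regulated (Fisher's exact test across genes, adjusted p = 7.27e-07). Scaled to total counts, 14 were down-regulated and 1 was up-regulated, and the median relative to all genes was -0.49. The alpha type-2 subunit gene PF3D7_0608500 had 513 ± 27.4 normalized counts under DHA and 938 ± 14.7 under vehicle (SD, n = 2). Its log2 fold change was -0.87 (standard error 0.0969, adjusted p = 1.57e-07 from edgeR's quasi-likelihood test), and -1.02 against untreated trophozoites (adjusted p = 0.00108).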

Enrichment of GO terms in 1137 significantly down-regulated genes (gene list) was calculated relative to the total of 4636 genes detected as expressed in this stage (background list). The GO terms listed are those considered significant from DAVID analysis (FDR < 5 %) and non-redundant by REVIGO filtering

**Table 3:** Gene Ontology analysis of genes up-regulated in response to DHA in *P. falciparum* K1 trophozoites from RNA-seq analysis

Term	Count	List Total	Pop Hits	Pop Total	PValue	FDR
GO:0009536 ~ plastid	122	233	405	963	2.5E–04	0.31
GO:0006468 ~ protein amino acid phosphorylation	25	282	51	1139	3.1E–04	0.45
GO:0020011 ~ apicoplast	121	233	403	963	3.3E–04	0.41
GO:0006793 ~ phosphorus metabolic process	35	282	85	1139	8.4E–04	1.20
GO:0006796 ~ phosphate metabolic process	35	282	85	1139	8.4E–04	1.20
GO:0004674 ~ protein serine/threonine kinase activity	22	353	44	1385	9.6E–04	1.31
GO:0016310 ~ phosphorylation	30	282	70	1139	1.1E–03	1.52

Enrichment of GO terms in 1211 significantly up-regulated genes (gene list) was calculated relative to the total of 4636 genes detected as expressed in this stage (background list). The GO terms listed are those considered significant from DAVID analysis (FDR < 5 %) and non-redundant by REVIGO filtering

RNA-seq is a recent, maturing technology which has not yet been used extensively to study transcriptomic responses to drugs. We compared data obtained for the *P. falciparum* K1 strain trophozoite response from the two transcriptomic approaches. Although many differentially expressed genes were called as significant, the overlap between microarray and RNA-seq was rather low, with only 167 down- and 216 up-regulated genes in common (Fig. 3a, b). 

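The array values themselves were not analysed here. The paper's list of array features in Additional file 1 (1 h, adjusted p under 0.05) was matched to the RNA-seq calls of trophozoites. It held 1886 features of 1659 genes under older identifiers, of which 30.4% could be paired with a current gene ID through the tables at hand. Of these, 482 were tested by RNA-seq, 213 down-regulated and 269 up-regulated on the array. Down-regulation in both was found for 57 genes and up-regulation in both for 96. Among the 261 genes changed in both, 55 were up-regulated on the array and down-regulated by RNA-seq, 53 were the reverse, and 58.6% had the same direction. The directions were associated across these genes (odds ratio 1.87, Fisher's exact test, p = 0.0161). DESeq2 moved the counts most, to 36 and 77 genes.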

To investigate the possible reasons for the discordance between experimental approaches, the distributions of up- and down-regulated genes with respect to the average expression level were determined. For microarray significant genes, the distribution of up-and down-regulated genes is about the same irrespective of the gene expression level (Fig. 3c). In contrast for RNA-seq, a bias towards up-regulation is observed for lowest-expressed genes and a down-regulation bias is apparent for highest expressed genes (Fig. 3d).

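The 2375 differentially expressed trophozoite genes were divided into 8 intervals of average log2 CPM. In the lowest interval, 172 of 296 genes (58.1%) were up-regulated and the mean log2 change was 0.35. The mean was 0.68 in interval 2, 0.27 in interval 3, 0.51 in interval 4, 0.30 in interval 5, 0.14 in interval 6 and 0.10 in interval 7. In the highest interval, 58 of 297 genes (19.5%) were up-regulated and the mean was -0.44. Of the 28 pairs of intervals, 12 differed by the Wilcoxon rank sum test across genes with Bonferroni correction. DESeq2 moved the lowest interval most, to a mean of 1.19. Over all tested genes, changed or not, the means of the lowest and highest intervals were 0.10 and -0.23 against vehicle, and -0.37 and -0.16 against untreated trophozoites. Set against untreated trophozoites, those of the changed genes that were also tested there (277 in the lowest interval and 297 in the highest) had a mean of -0.02 in the lowest interval and -0.37 in the highest.

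**Figure D2:**
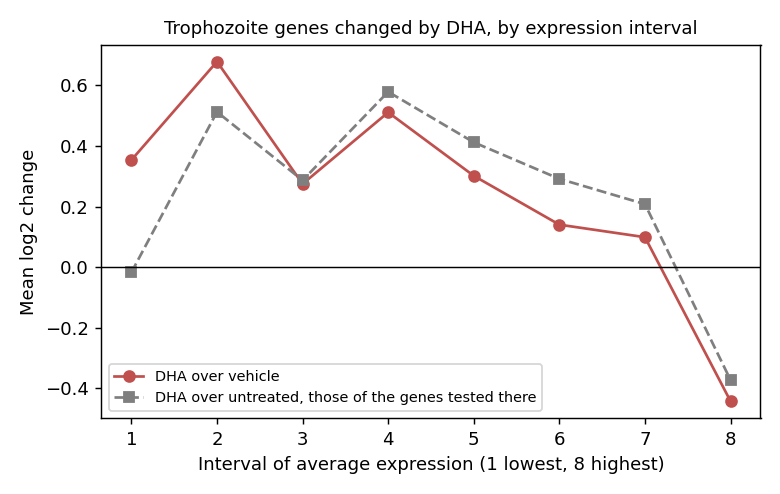
Mean log2 change of the differentially expressed trophozoite genes in 8 intervals of average expression from lowest (1) to highest (8), for DHA over vehicle, and for DHA over untreated in those of the genes that were also tested there, 2 libraries per group. With vehicle as the control the mean goes from 0.35 in interval 1 to -0.44 in interval 8, and with untreated from -0.02 to -0.37.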

**Fig. 3:**
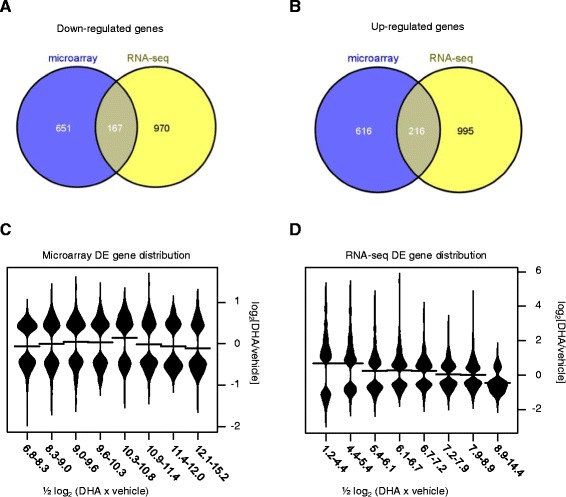
Comparison of *P. falciparum* K1 DHA-responsive genes from microarray and RNA-seq data. The genes identified as showing significant changes in expression in response to 1 h DHA treatment for *P. falciparum* K1 trophozoites from microarray (1653 genes) and RNA-seq (2349 genes) experiments were compared. The overlap of down-regulated genes is shown in (**a**) and overlap of up-regulated genes in (**b**). The distributions of DHA-induced change in expression of differentially expressed genes with respect to average level of gene expression are shown for microarray in (**c**) and RNA-seq in (**d**). The log_2_ (DHA/vehicle) values for 1653 genes from microarray and 2349 genes from RNA-seq were divided equally into 8 intervals of average expression. The distributions of log_2_ (DHA/vehicle) values in each interval were determined by beanplot analysis; the mean gene expression change in each interval is shown by a horizontal line and the distributions of gene expression change are indicated by the “bean” shapes. Wilcoxon rank sum test of these distributions showed that 3/28 pairwise comparisons in the microarray data are significant (p < 0.05), whereas 21/28 pairwise comparisons in the RNA-seq data are significant (*p* < 0.05)

### *Plasmodium berghei in vivo* DHA response assessed by RNA-seq data analysis

Next, we tested whether the transcriptomic response to DHA treatment is conserved among *Plasmodium* parasite species with similar sensitivity to the drug. Drug treatments were performed on *P. berghei in vivo* in infected mice. Although *P. berghei* infections are not synchronous, parasites in the peripheral animal blood are mostly ring and trophozoite stages. Given the high degree of overlap in genes showing a significant change in expression in response to DHA between synchronous ring and trophozoite *P. falciparum* (Fig. 2g, h; Tables 1, 2, 3), we reasoned that we would find a similar pattern in terms of DHA-responsive gene functions in the mixed ring/trophozoite stage *P. berghei*. The lack of synchronicity and a suitable dataset for comparing with changes throughout the IDC prevented us from determining whether *P. berghei* also shows a global arrest response in ring and trophozoite stages. The strand-specific RNA-seq data from DHA-treated parasites were compared with vehicle-treated controls. 87 genes showed significant changes in expression (Additional file 5). Some of these genes have no orthologues in *P. falciparum*, including 14 annotated as exported proteins specific to rodent parasite species. Of the 68 genes remaining that are orthologous in *P. falciparum*, 51 *P. falciparum* orthologues also showed significant change in response to DHA in ring and/or trophozoites (Fig. 4). 

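On the *P. falciparum* side, the paper's list in Additional file 5 pairs 73 of its 87 *P. berghei* genes with a *P. falciparum* orthologue, and 69 of these were tested in rings or trophozoites. Of the 69, 54 (78.3%) were differentially expressed under DHA, 33 in rings, 48 in trophozoites and 27 in both. Of the 4748 other *P. falciparum* genes tested, 2518 (53.0%) were differentially expressed in either stage (odds ratio 3.19, Fisher's exact test across genes, p = 2.51e-05). DESeq2 gave 47 of 69, against 36.5% of the other genes.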

The majority of these DHA-responsive genes common between species were down-regulated. Moreover, cytosolic ribosome function was significantly represented among these genes by GO analysis (Table 4).

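Of the 54 *P. falciparum* orthologues changed in rings or trophozoites, 43 were down-regulated and 11 were up-regulated. Scaled to total counts, 58 were called, of which 35 were down-regulated, 20 were up-regulated and 3 changed in different directions in rings and trophozoites. All 12 listed orthologues that are cytosolic ribosomal protein genes were among those called, under both scalings.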

**Fig. 4:**
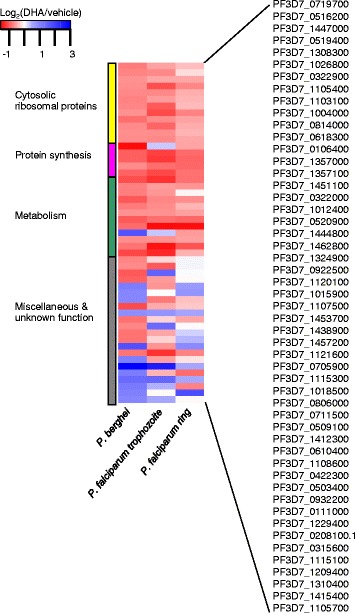
DHA-responsive genes conserved among *Plasmodium* species. The heatmap shows average DHA-induced changes relative to vehicle control from two replicates, as determined by limma analysis of RNA-seq read count data. 51 genes orthologous between *P. berghei* ANKA and *P. falciparum* K1 showed significant change in response to DHA in both species. The ordering of genes in rows and columns is arbitrary. Genes with related functions are grouped, as shown by the side-bars. Genes are labeled by the *P. falciparum* orthologue gene ID

**Table 4:** Gene Ontology analysis of genes differentially expressed in response to DHA in *P. berghei* ANKA from RNA-seq analysis

Term	Count	List Total	Pop Hits	Pop Total	PValue	FDR
GO:0043228 ~ non-membrane-bounded organelle	15	21	178	856	2.2E–06	0.002
GO:0043232 ~ intracellular non-membrane-bounded organelle	15	21	178	856	2.2E–06	0.002
GO:0005198 ~ structural molecule activity	11	30	113	1247	1.2E–04	0.121
GO:0003735 ~ structural constituent of ribosome	10	30	95	1247	1.7E–04	0.174
GO:0044445 ~ cytosolic part	8	21	59	856	2.0E–04	0.177
GO:0005829 ~ cytosol	9	21	82	856	2.5E–04	0.220
GO:0015935 ~ small ribosomal subunit	6	21	34	856	7.4E–04	0.658
GO:0022627 ~ cytosolic small ribosomal subunit	5	21	22	856	1.2E–03	1.078
GO:0006412 ~ translation	12	29	168	1023	2.8E–03	3.199
GO:0006096 ~ glycolysis	4	29	13	1023	4.4E–03	4.910

GO analysis was performed using corresponding *P. falciparum* orthologous genes. Enrichment of GO terms in 68 differentially expressed genes with *P. falciparum* orthologues (gene list) was calculated relative to the total of 4084 genes detected as expressed in the *P. berghei* ANKA samples with *P. falciparum* orthologues (background list). The GO terms listed are those considered significant from DAVID analysis (FDR < 5 %) and non-redundant by REVIGO filtering

## Discussion

*Plasmodium* parasite transcriptional responses to the anti-malarial drug DHA were studied. We performed short treatments of drug at high concentration to mimic what the parasite would have to respond to in a typical therapeutic intervention. The transcriptional response to DHA for the *P. falciparum* K1 strain was first explored by microarray to permit comparison with other drug responses at the same trophozoite stage in this strain. DHA exposure elicits a marked response that is very similar among the three time-points tested (Fig. 1; Additional file 1). The majority of trophozoites are inviable after 1 h exposure to 500 nM DHA [10]. Therefore, the consistent transcriptomic pattern of DHA response in trophozoites is a signature of loss of viability. Moreover, this pattern is consistent across independent microarray studies measuring response to different artemisinin derivatives (Fig. 1a). This loss of viability pattern is obscured in the transcriptomic response to slower acting anti-malarial drugs such as pyronaridine and chloroquine [15] and antifolates [3], perhaps because of confounding transcriptomic changes occurring through normal cell cycle progression during the longer drug treatment period needed to observe a significant transcriptional response.

Correlation analyses of ring and trophozoite DHA treatment profiles with the IDC show that these parasite stages respond to the drug by global reprogramming of transcriptomes. This is shown most markedly for trophozoites by the negative correlation between DHA treatment profiles and mid-cycle IDC time-points corresponding to trophozoite maturation (Figs. 1b and 2e). Apart from a brief early ring phase, this is the same period during the IDC when parasites are most vulnerable to DHA [10, 12]. The transcriptome of rings is similarly reprogrammed in that there is negative correlation of DHA-induced changes with ring and trophozoite time-points during the IDC (Fig. 2d). Moreover, there is extensive overlap of differentially expressed genes induced by DHA between rings and trophozoites (Fig. 2g, h). 

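The ring change under DHA was also set against the untreated profiles of the other stages, over 4106 genes. Pearson's r across genes with the trophozoite profile was -0.0293 (-0.0638 in replicate 1 and -0.00673 in replicate 2), and with the schizont profile it was 0.279 (0.268 and 0.235). With untreated in place of vehicle-treated rings as the control, the r of the ring change was 0.232 with the trophozoite profile and -0.537 with the schizont profile, so that both signs reversed. The trophozoite change had an r of 0.286 with the ring profile and 0.160 with the schizont profile, and of 0.309 and 0.162 with untreated trophozoites as the control. The profiles come from untreated libraries at 3 time points and are not the published time courses of Fig. 2. The paper describes the transcriptome of rings as similarly reprogrammed, in that the changes under DHA correlate negatively with ring and trophozoite time-points of the IDC.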

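Of 13 genes annotated as glycolytic enzymes, 12 were tested in rings and 8 were down-regulated by DHA, with 0 up-regulated and a median log2 change of -0.76. Among other ring genes with a product description, 362 of 3090 were down-regulated (Fisher's exact test across genes, adjusted p = 1.59e-04). In trophozoites 12 of the 13 were down-regulated, with a median of -0.69 and a range from -1.53 to -0.26, against 990 of 3294 other genes (Fisher's exact test, adjusted p = 2.15e-05). When counts were scaled to library totals, 6 were down-regulated and 1 was up-regulated in rings, and 10 were down-regulated in trophozoites. Relative to all genes, the medians were then -0.80 in rings and -0.68 in trophozoites. The other genes were not matched on expression, so the enrichment can in part follow expression level. As a set, the glycolytic genes were not compared with untreated parasites. Enolase (PF3D7_1015900) had 3479 ± 115 normalized counts in DHA-treated rings and 9891 ± 1177 in vehicle-treated rings (SD, n = 2). In trophozoites it had 4188 ± 329 under DHA and 12064 ± 242 under vehicle (SD, n = 2), a log2 fold change of -1.53 (standard error 0.126, adjusted p = 2.05e-09 from edgeR's quasi-likelihood test). Against untreated parasites, its log2 change was -1.36 in trophozoites (adjusted p = 0.00249) and -0.28 in rings (adjusted p = 0.538).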

The ring and trophozoite transcriptional response to DHA may thus be an arrest mechanism to retard metabolic processes essential for maturation, as shown by down-regulation of glycolysis and protein synthesis genes (Tables 1 and 2). In contrast, schizonts do not respond to DHA (Fig. 2f). The lack of transcriptional response in schizonts can be explained by their reduced protein synthesis [16] and transcription [17]. Moreover, schizonts are also less able to down-regulate gene expression because of an overall reduced rate of mRNA decay [18].

The maturation and metabolic status of the cell is critical in determining sensitivity to ART across other cell types, since actively dividing mammalian cells are more susceptible to ART-induced cell death than quiescent cells [19]. The arrest transcriptomic pattern in DHA-treated rings may be a trigger for a physiological protective change, e.g. dormancy. We did not observe dormant parasites in our experiments (Additional file 3) as we harvested parasites immediately after a short treatment period (dormant parasites are observed after a 6–13 h lag [10, 12, 20, 21]). Strains with lower sensitivity to ART are better able to enter, or recover from dormancy [22–24]. A similar trait has been observed in parasite isolates from slow-clearing infections [1, 2] and a rodent malaria model [25], suggesting that *in vitro* tests of ART response correspond well to the situation *in vivo*. In trophozoites, the transcriptional response to DHA does not lead to a protective physiological change, perhaps because parasites at this stage are committed to an anaplerotic metabolic state in which glycolysis, TCA cycling and glutamiolysis occur at high rates [26]. The commitment to anaplerosis may occur quite early in the IDC, since ART-resistant strains are significantly more tolerant of 700 nM DHA than sensitive strains only for early ring stages of development [2, 12]. Recently, it has been shown that ART-resistant clones from slow-clearing infection isolates have elongated ring and shortened trophozoite development stages [21]. These adaptations enhance the parasite’s ability to become a dormant ring and minimize the ART-vulnerable trophozoite stage.

The arrest response to ART in *P. falciparum* rings and trophozoites, perhaps acting as a trigger to prevent the parasite from maturing, implies that key metabolic functions (not yet identified) may be disrupted by ART. *Plasmodium* is exquisitely sensitive to ART, in part because of oxidative damage mediated by interaction of ART with heme, a major source of molecular iron. Although hemoglobin-heme is highly abundant in the parasite’s food vacuole, this may not be the major site for the drug’s killing effect since the ingested content containing red cell cytosolic proteins such as haemoglobin and catalase can help to detoxify artemisinin [27]. Another site of parasite heme and molecular iron is the mitochondrion, in which these cofactors are essential for the functions of cytochromes and iron-sulfur proteins. Although some genes with mitochondrial function are differentially expressed in response to DHA, e.g. up-regulation of PF3D7_0915000 (*ndh2*) and PF3D7_1034400 (*sdha*) genes in trophozoites (Additional file 4), there is no concerted regulation of genes with mitochondrial function as shown by the absence of related significant GO terms (Tables 1–3). 

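In trophozoites, PF3D7_0915000 (*ndh2*) had 126 ± 12.3 normalized counts under DHA and 97.45 ± 5.58 under vehicle (SD, n = 2). Its log2 fold change was 0.36 (standard error 0.145, adjusted p = 0.0425 from edgeR's quasi-likelihood test). DESeq2 gave it an adjusted p of 0.179, and against untreated trophozoites its log2 change was -0.52 (adjusted p = 0.100). PF3D7_1034400 (*sdha*) had 351 ± 50.2 normalized counts under DHA and 187 ± 2.13 under vehicle (SD, n = 2), a log2 fold change of 0.91 (standard error 0.119, adjusted p = 1.72e-06), and 0.96 against untreated trophozoites (adjusted p = 0.00285). Of 61 genes with a mitochondrial product description, 17 were up-regulated and 15 were down-regulated in trophozoites, with a median log2 change of 0.03. Neither direction was enriched (Fisher's exact test across genes, adjusted p = 0.462 for each). In rings, 59 of them were tested, and 6 were up-regulated and 2 down-regulated (Fisher's exact test, adjusted p = 0.890 and 0.151).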

The lack of a coordinated parasite response regarding mitochondrial function suggests that late rings and trophozoites are committed to mitochondrial biogenesis, which is perhaps linked to commitment to anaplerosis (see above). Maturing parasites committed in this manner are vulnerable to ART because mitochondrial biogenesis exposes the cell to the oxidative stress effects of ART acting in combination with heme and molecular iron. The inability of committed cells to arrest mitochondrial biogenesis imposes a futile energy expenditure, since mitochondrial function is ablated by ART (shown by rapid loss of mitochondrial membrane potential following ART treatment [28, 29]). Merozoites are less vulnerable to ART [11], because they are equipped with poorly developed mitochondria and have low metabolic requirements. Schizonts have low metabolic requirement and are less sensitive to ART than trophozoites as they have fully developed mitochondria. We therefore postulate that maturing parasites committed to mitochondrial biogenesis are fated to ART-induced death, whereas young uncommitted cells can become dormant. Our data are thus consistent with the proposal in [30] that *Plasmodium* maintains expression of most mitochondrial genes, which enables rapid recovery of mitochondrial function when exiting from ART-induced dormancy.

Among genes showing significant down-regulation in response to DHA in *Plasmodium* rings and trophozoites, it is notable that cytosolic ribosome function is represented among significant GO terms from both microarray and RNA-seq data (Tables 1, 2 and 4). This coordinated down-regulation is particularly striking for DHA-treated rings, since expression of these genes is maximal during the first 20 h of normal development [31]. 

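In the untreated libraries, the median log2 CPM of the 80 cytosolic ribosomal protein genes relative to their mean over the 3 stages was 0.95 in rings, 0.43 in trophozoites and -1.38 in schizonts. With each library left out in turn, the median log2 (DHA/vehicle) change of these genes stayed between -0.65 and -0.35 in rings and between -0.97 and -0.89 in trophozoites. In schizonts the median was 0.35, and it lay between 0.02 and 0.60 with each library left out. Relative to all genes, the ring median was -0.55 under TMM and -0.54 when scaled to total counts. Against untreated libraries the direction in rings was the opposite.

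**Figure D3:**
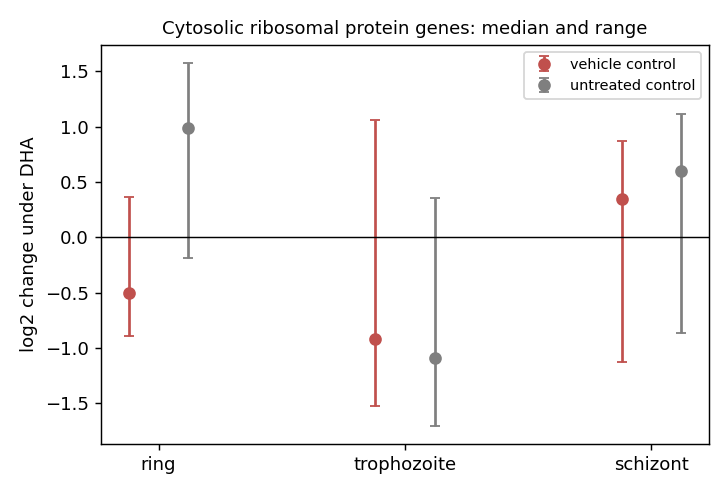
Median log2 change under DHA of the 80 cytosolic ribosomal protein genes at each stage, with vehicle-treated or untreated parasites as the control and 2 libraries per group, where the bars span the lowest and the highest gene. In rings the median is -0.50 with vehicle and 0.99 with untreated parasites as the control, while in trophozoites it is -0.92 and -1.09.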

The coordinated down-regulation of *Plasmodium* ribosomal protein genes is not surprising since they possess a common regulatory element in their promoters, the G-box, and putative positive and negative transcription factors to control their expressions have been described [32]. It is interesting to note that concerted repression of yeast cytosolic ribosomal protein genes also occurs under hydrogen peroxide stress, and this response is dependent on thiol peroxidase enzymes [33]. *Plasmodium* lack catalase and GPx enzymes, and so they rely on thiol peroxidase enzymes and the NADPH pathway for maintaining redox balance [34]. It is tempting to speculate that thiol peroxidase enzymes become oxidized under ART stress similar to hydrogen peroxide stress. The accumulation of these oxidized enzymes could trigger a peroxide-signalling event [35] that activates the observed gross transcriptional response in parasites. One potential regulator of such a peroxide-signalling event is the nuclear thiol peroxidase PfnPrx, which is essential and has intimate association with most of the parasite genome [36].

Of the significant GO terms among up-regulated trophozoite genes in response to DHA (Table 3), apicoplast function was recently shown by qRT-PCR to be up-regulated in *P. falciparum* recovering from DHA treatment; the up-regulation of pyruvate metabolism in the apicoplast is thought to compensate for reduced ATP levels caused by down-regulation of glycolysis and TCA cycle [30]. Among the up-regulated genes representing significant protein phosphorylation GO terms are 18 FIKK kinase genes (Additional file 4). 

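Of 20 FIKK kinase genes tested in trophozoites, 17 were up-regulated and 0 were down-regulated by edgeR's quasi-likelihood test, and 18 were up-regulated when counts were scaled to library totals. Their median log2 change was 1.83, with a range from 0.01 to 4.74. Among the 3287 other genes with a product description, 1086 were up-regulated (Fisher's exact test across genes, adjusted p = 1.25e-05). PF3D7_0424500 (FIKK4.1) had the smallest adjusted p, with 197 ± 9.46 normalized counts under DHA and 10.2 ± 0.437 under vehicle (SD, n = 2). Its log2 fold change was 4.26 (standard error 0.204, adjusted p = 4.10e-13), and 4.51 against untreated trophozoites (adjusted p = 7.85e-06). FIKK genes are paralogs, and how reads that fit more than 1 of them were counted was not examined here.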

FIKK kinases are exported to the host red cell and play important roles in pathogenesis [37, 38]. In accordance with the findings made by Natalang et al. for artesunate response [4], many other genes for exported proteins from different families such as hyp, PHIST, Pfmc-2TM, PfEMP1, RESA, ETRAMP, SURFIN are significantly up-regulated in DHA-treated *P. falciparum* trophozoites (Additional file 4). 

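Families were taken by product description, and in each of those below the median change in trophozoites was positive under TMM and when scaled to total counts. Of 39 PHIST genes tested, 37 were up-regulated and 1 was down-regulated, with a median log2 change of 1.66 (Fisher's exact test across genes, adjusted p = 7.30e-15 for up-regulation). Of 20 hyp genes, 17 were up-regulated and 0 down-regulated, with a median of 1.54 (Fisher's exact test, adjusted p = 1.25e-05). PF3D7_0220600 (hyp9) led them, with a log2 fold change of 1.98 (standard error 0.142, adjusted p = 2.36e-10). Of 10 ETRAMP genes, 8 were up-regulated and 2 down-regulated, with a median of 0.65 (Fisher's exact test, adjusted p = 0.00787). The leading gene was PF3D7_1102700 (ETRAMP11.1), with a log2 fold change of 1.52 (standard error 0.147, adjusted p = 2.09e-08). In the smaller families the enrichment did not pass the threshold. Both Pfmc-2TM genes tested were up-regulated, with a median of 1.39 (Fisher's exact test, adjusted p = 0.170). All 3 RESA genes tested were up-regulated, with a median of 3.59 (Fisher's exact test, adjusted p = 0.0741), and PF3D7_1201100 is counted with both the RESA and the PHIST genes. Of 5 SURFIN genes, 4 were up-regulated (Fisher's exact test, adjusted p = 0.0792), and 5 were when scaled to total counts (Fisher's exact test, adjusted p = 0.0215). Their leading gene PF3D7_0113100 rose from 2.47 ± 1.48 to 20.1 ± 0.401 normalized counts (SD, n = 2). Only 10 of the 35 PfEMP1 genes with a product description passed the expression filter, and 6 were up-regulated and 1 down-regulated (Fisher's exact test, adjusted p = 0.154). The genes with the smallest adjusted p among the PfEMP1 and the Pfmc-2TM genes, PF3D7_0114400 and PF3D7_1101700, had 2.47 ± 0.514 and 1.77 ± 0.510 normalized counts under vehicle (SD, n = 2). PF3D7_0114400 is annotated as an exon 2 pseudogene. Against untreated trophozoites, PF3D7_1101700 had a log2 change of 0.33 (edgeR's quasi-likelihood test, adjusted p = 0.607). By the same test, hyp9 had 2.17 (adjusted p = 2.39e-04) and ETRAMP11.1 had 2.27 (adjusted p = 5.47e-04). Members of these families share sequence, so counts of single members are uncertain. Reads of K1 were aligned to the 3D7 genome, and differences between the strains in these genes were not examined. With PfEMP1, rifin and stevor genes left out, 2373 genes were called in trophozoites.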

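Of the 5 genes annotated as translocon components, 4 were up-regulated in DHA-treated trophozoites and 0 were down-regulated, with the same counts when scaled to total counts. Their log2 changes ranged from -0.24 to 2.30, with a median of 1.09. In so small a group the enrichment over other genes did not pass the threshold (Fisher's exact test across genes, adjusted p = 0.0792). PTEX150 (PF3D7_1436300) had the smallest adjusted p, with 510.4 ± 8.77 normalized counts under DHA and 104 ± 2.37 under vehicle (SD, n = 2). Its log2 fold change was 2.30 (standard error 0.115, adjusted p = 8.18e-13 from edgeR's quasi-likelihood test), and 2.90 against untreated trophozoites (adjusted p = 1.85e-05).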

The expressions of *Plasmodium* translocon of exported proteins (PTEX) genes recently shown to be essential for protein export [39, 40] are also significantly up-regulated in DHA-treated trophozoites (Additional file 4). Increased protein export may be the final act of dying parasites to restore the energy deficit, since exported proteins are essential for uptake of nutrients [40].

Recently, mutations in the PF3D7_1343700 gene encoding K13 protein have been associated with artemisinin resistance in Southeast Asia [41]. 

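PF3D7_1343700 had 219 ± 17.6 normalized counts in DHA-treated trophozoites and 113 ± 6.31 in vehicle-treated trophozoites (SD, n = 2). The log2 fold change was 0.96 (standard error 0.128, adjusted p = 2.12e-06 from edgeR's quasi-likelihood test), with 0.92 in replicate pair 1 and 0.97 in pair 2. With each library left out in turn it stayed between 0.87 and 1.04. Against untreated trophozoites it was 1.34 (adjusted p = 0.00228). In rings, the gene had 382 ± 27.0 normalized counts under DHA and 419 ± 44.6 under vehicle (SD, n = 2), a log2 fold change of -0.13 (standard error 0.138, adjusted p = 0.582), whose sign changed when counts were scaled to library totals (0.19).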

Interestingly, this gene is significantly up-regulated in response to DHA in trophozoites (Additional files 1 and 4). K13 mutations in ART resistant parasites appear to reduce ubiquitinylation of proteins, including PfP13K [42]. 

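In trophozoites, PF3D7_0515300 had 229 ± 17.4 normalized counts under DHA and 241 ± 16.0 under vehicle (SD, n = 2). The log2 fold change was -0.07 (standard error 0.115, adjusted p = 0.618 from edgeR's quasi-likelihood test, and 0.539 with the replicate block, where same-numbered libraries had a correlation of 0.108 across genes) and lay between -0.16 and 0.01 with each library left out in turn. With total-count scaling it was 0.09 (adjusted p = 0.565). Against untreated trophozoites it was 0.50 (adjusted p = 0.0470). In rings the log2 fold change was 0.26 against vehicle (standard error 0.301, adjusted p = 0.628) and -0.79 against untreated parasites (adjusted p = 0.145).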

The expression of the PfPI3K encoding gene PF3D7_0515300 does not change in response to DHA (Additional files 1 and 4). The up-regulation of K13 in response to DHA could reduce PfP13K protein through the ubiquitin/proteasome pathway, and in turn lead to reduced phosphatidyl inositol-3-phosphate (PI(3)P). Reduced PI(3)P could lead to interference of protein export from the endoplasmic reticulum (ER), which is dependent on PI(3)P [43]. Interference of protein export would presumably lead to ER stress, for which *P. falciparum* is notably vulnerable [44]. Among the genes with altered expression during normal development in ART resistant parasites, genes encoding proteins in the unfolded protein response (UPR) are notably up-regulated [7]. The key genes in this pathway, i.e. PF3D7_1108600 (ERC), PF3D7_0917900 (HSP70-2 or BiP), PF3D7_0322000 (CYP19A), PF3D7_1357800 (TCP-1/cpn60), PF3D7_0306800 (TCP1-b) and PF3D7_0718500 (prefoldin) are significantly down-regulated in *P. falciparum* ring and/or trophozoites exposed to DHA (Additional file 4). Furthermore, the *P. berghei* orthologues of CYP19A and ERC (PBANKA_121650 and PBANKA_093840, respectively) are also significantly down-regulated in response to DHA (Additional file 5). 

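All 6 genes fell in DHA-treated trophozoites. The largest log2 fold change was that of CYP19A, at -1.11 (standard error 0.106, adjusted p = 1.78e-08 from edgeR's quasi-likelihood test), with 1362 ± 114 normalized counts under DHA and 2944 ± 91.5 under vehicle (SD, n = 2). TCP1-b followed at -0.75 (standard error 0.121, adjusted p = 2.33e-05). The log2 fold changes of the other 4 genes were -0.37 (adjusted p = 0.0181) for HSP70-2, -0.35 (adjusted p = 0.00533) for TCP-1/cpn60, -0.34 (adjusted p = 0.00970) for prefoldin and -0.26 (adjusted p = 0.0371) for ERC. With total-count scaling, ERC, TCP-1/cpn60 and prefoldin no longer passed the threshold in trophozoites (adjusted p = 0.329, 0.0984 and 0.156). In rings, 5 of the genes fell, with log2 fold changes of -0.86 (adjusted p = 2.09e-04) for CYP19A, -0.66 (adjusted p = 0.00150) for HSP70-2, -0.65 (adjusted p = 0.00145) for TCP-1/cpn60, -0.63 (adjusted p = 0.00797) for TCP1-b and -0.51 (adjusted p = 0.0109) for ERC. In rings, TCP1-b and ERC no longer passed it when scaled to total counts (adjusted p = 0.196 and 0.188). Prefoldin did not pass the threshold in rings (0.12, adjusted p = 0.651), but rose past it when scaled to total counts (0.45, adjusted p = 0.0396) and against untreated rings (1.77, adjusted p = 0.00927). Set against untreated rings, the signs were the opposite for CYP19A (0.90, adjusted p = 0.0373), TCP-1/cpn60 (0.85, adjusted p = 0.0354), HSP70-2 (0.43, adjusted p = 0.237) and ERC (0.29, adjusted p = 0.394). Set against untreated trophozoites, all 6 fell again, and CYP19A, TCP1-b and HSP70-2 passed the threshold (adjusted p = 0.00207, 0.0130 and 0.0498).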

From these observations, it appears that ART resistant parasites have adaptations in the arrest transcriptional response to specifically counteract the ER stress induced by ART, in particular reversal of expression changes that could actually sensitize the parasite to drug. This trend is also apparent for genes with antioxidant function, which are up-regulated in DHA-resistant parasites to counteract the oxidant stress induced by the drug [9]. Among genes with known antioxidant function, the PF3D7_1438900 (thioredoxin peroxidase1), PF3D7_1457200 (thioredoxin 1), and PF3D7_1121600 (EXP1, an exported glutathione transferase which mediates sensitivity to artesunate [45]) genes are down-regulated in response to DHA in *P. falciparum* trophozoites (Additional file 4) and the orthologues in *P. berghei* (Additional file 5).

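In *P. falciparum* trophozoites, thioredoxin peroxidase 1 had 264 ± 17.1 normalized counts under DHA and 737 ± 32.0 under vehicle (SD, n = 2), a log2 fold change of -1.48 (standard error 0.102, adjusted p = 1.53e-10 from edgeR's quasi-likelihood test). Thioredoxin 1 had 310.4 ± 44.2 under DHA and 775 ± 47.1 under vehicle (SD, n = 2), a log2 fold change of -1.32 (standard error 0.109, adjusted p = 2.04e-09). Against untreated trophozoites the log2 changes of these genes were -1.06 (adjusted p = 0.00266) and -1.24 (adjusted p = 5.29e-04). EXP1 had 3228 ± 222 under DHA and 3786 ± 268 under vehicle (SD, n = 2), a log2 fold change of -0.23 (standard error 0.111, adjusted p = 0.0902). It passed the threshold with limma voom (adjusted p = 0.0455) and with the replicate block (adjusted p = 0.00358, with a correlation of same-numbered libraries of 0.108). It did not pass with DESeq2 (adjusted p = 0.0599) or when scaled to total counts (-0.07, adjusted p = 0.533). Against untreated trophozoites its log2 change was 0.04 (adjusted p = 0.871).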

The *in vivo* DHA response in *P. berghei* was strikingly similar to the ring and trophozoite responses in *P. falciparum*, as shown by the high correspondence of differentially expressed orthologous genes from RNA-seq data (Fig. 4) and with the same significant representation of cytosolic ribosome function by GO analysis (Table 4). The transcriptional responses between species were similar despite the fact that the *P. berghei* were not synchronous and the read depth was much lower for *P. berghei* owing to contaminating mouse mRNA, as shown by the high percentage of reads mapping to *Mus musculus* (Additional file 6). This could mean that the transcriptional response in ring and trophozoite stages to DHA (see above) is conserved among *Plasmodium* parasite species with similar sensitivity to the drug, although this would need to be investigated further with synchronous parasites.

Although similar overall patterns of DHA-response in *P. falciparum* trophozoites were found among microarray and RNA-seq data, there was rather poor agreement in terms of specific genes showing significant changes in expression (Fig. 3). The *P. falciparum* microarray data analyzed in this study were generated from two-channel platforms. These data must be normalized using aggressive techniques such as locally weighted linear regression to correct for intensity-dependent dye bias due to differences in physical properties of the two cyanine fluorescent dyes. Data normalization in this fashion can be inaccurate though when central assumptions are violated, for example when a high proportion of genes are differentially expressed, and/or there is a skewed direction of change in gene expression. In this situation, external RNA controls may be required [46, 47]. This approach is rarely used though as it depends crucially on the quality of the external controls, and appropriate probes for the controls designed on the array. Normalization of RNA-seq data is simpler than microarray as it involves re-scaling of global read counts. In some cases where mRNA content varies greatly among cell types, external controls may be required for normalization, as proposed in microarray experiments [48]. However, the standard Trimmed Mean of M-values (TMM) normalization method, as we have used in our RNA-seq experiments, is robust to skewed changes provided mRNA contents are similar [49]. 

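In the ring comparison, the TMM factors were 0.848 and 0.943 for the vehicle-treated libraries and 1.10 and 1.14 for the DHA-treated libraries. They were 0.933 and 0.959 against 1.04 and 1.08 in trophozoites, and 1.04 and 1.06 against 0.996 and 0.913 in schizonts. The 10 genes with the most counts took 17.3% and 16.6% of all counts in vehicle-treated rings, 15.3% and 15.1% in DHA-treated rings, and 9.35% and 8.86% in untreated rings. Without TMM, scaled to total counts alone, 688 genes were up-regulated and 115 down-regulated in rings, and 1578 were up-regulated and 803 down-regulated in trophozoites. Total RNA per parasite was not analysed here.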

For the DHA-responsive genes found by RNA-seq, we found a clear bias in that highly expressed genes were skewed towards down-regulation, and the opposite skew for low-expressed genes. In contrast, there was no marked bias from normalized microarray data (Fig. 3). We think that the microarray normalization procedure removes the skew, which leads to inaccurate normalization, and consequently inaccuracy in identification of differentially expressed genes. In contrast, RNA-seq data normalization is more accurate, as shown by greater statistical support for differentially expressed genes and high reproducibility, even among different species.

## Conclusions

Our data show that RNA-seq is a powerful tool for identifying the malaria parasite’s response to anti-malarial drugs. In particular, the arrest response at ring and trophozoite stages to DHA is clearly evident from RNA-seq data, but is less obvious from microarray data. As sequencing costs continue to fall, a far more detailed study than we have done of the transcriptional response to anti-malarial drug could be undertaken. In particular, more extensive sampling of drug treatment including parasite starting age, drug dose and time-point of treatment may reveal the full complexity of the arrest response employed by the parasite. This knowledge could lead to more effective use of existing drugs as we would be able to deploy drugs in combinations and therapies to circumvent the protective response by the parasite, and possibly forestall drug resistance.

## Methods

### Ethics statement

This study was approved by the BIOTEC committee for use and care of laboratory animals.

### *P. falciparum* K1 parasite culture and microarray

*P. falciparum* K1 strain was cultured *in vitro* according to standard procedures [15, 50]. Parasites cultures were synchronized to ring stages by two consecutive sorbitol treatment cycles [51]. 48 h after the second synchronization, the parasite culture was divided equally into new culture plates for drug treatment. The synchronized parasites were then cultured for 18 h to obtain a majority of trophozoite-stage parasites for drug treatment. Parasites were treated with 500 nM DHA (Dafra Pharma, Belgium) or vehicle solvent control (0.1 % (v/v) DMSO). Parallel culture plates were left untreated as reference controls. Samples were taken after 1, 2, and 3 h of treatment. Parasites were harvested from culture and liberated from host cells by treatment with 0.15 % (w/v) saponin for 5 min on ice. The liberated parasites were washed three times with 1xPBS (137 mM NaCl, 8 mM KCl, 10 mM Na_2_HPO_4_, 2 mM KH_2_PO_4_, pH 7.4) to remove host cell debris and drug.

Total RNA was extracted from parasites using Trizol reagent (Invitrogen) following the manufacturers’ recommendations. Genomic DNA was removed from total RNA using a Turbo DNA free™ kit (Ambion, Applied Biosystems). The RNA was reverse-transcribed to cDNA using oligo-dT_(21)_ primer, amino-allyl dUTP and ImpromII enzyme (Promega), and fluorescent cyanine dye coupled to amino-allyl labeled cDNA as described in [52]. cDNA from DHA or vehicle treated parasites was labeled with Cy5 and culture-matched control untreated parasite cDNA labeled with Cy3. Approx. 5 pmol of each Cy-dye labeled cDNA (estimated by NanoDrop ND1000) was applied to each DNA microarray. The microarray platform containing 8088 70-mer oligo probes was described previously in [15]. Five independent culture replicate experiments were conducted. Microarray hybridization, washing and scanning were performed as described in [15]. The images of scanned microarrays were analyzed using the GenePix Pro 6.1.0.4 package. Microarray feature signals of irregular shape or with obvious defects, e.g. large dust specks or scratches were flagged (i.e. marked as not available for analysis) manually in the GenePix software and raw data saved in .gpr file format. A total of 29 microarray hybridizations were performed [53].

### RNA-seq library construction

*P. falciparum* K1 strain was cultured *in vitro* and synchronized to ring stages as described above. Parasites were treated with 500 nM DHA or vehicle solvent control (0.1 % DMSO), immediately, 18 or 36 h after the second synchronization, corresponding to ring, trophozoite or schizont populations, respectively. Parallel plates of parasites from the same synchronized culture were left untreated as controls. Parasites were harvested from culture after 1 h of treatment and processed immediately for RNA extraction.

*Plasmodium berghei* (ANKA) 507m6cl1 MRA-867 was obtained through the MR4 as part of the BEI Resources Repository, NIAID, NIH, deposited by C.J. Janse and A.P. Waters. 8-week old female ICR mice (approx. 30 g each) were infected with 1 × 10^7^*P. berghei* parasites each and 24 h post-infection, animals were injected i.p. with DHA (10 mg/kg) or an equal volume of vehicle control (30 % DMSO in distilled water). Parasites were obtained by cardiac puncture 2 h post-injection of drug or vehicle and harvested in heparinized tubes. White cells were separated from infected red cells using home-made CF-11 columns (approx. 4 ml packed resin). The parasitized red cells were then collected by centrifugation from the filtered blood. Harvested *P. falciparum* and *P. berghei* were liberated from host cells, total RNA extracted, and genomic DNA removed as described above.

0.7–4 μg of total RNA from each treatment condition was converted to a strand-specific RNA-seq sequencing library using a TruSeq Stranded mRNA LT Sample Prep kit following the manufacturers’ recommendations (Illumina). A different TruSeq adapter was used for each RNA-seq library to allow pooling of samples for Illumina sequencing on the same flow cell. Each experiment was performed in duplicate with an independent parasite culture (*P. falciparum*), or different infected host animal (*P. berghei*). The RNA-seq libraries were quantified by QuantIT dsDNA High Sensitivity kit (Invitrogen) and by qPCR using a library quantification kit (Kapa Biosystems). Libraries were pooled in equimolar ratios and applied to a MiSeq flow cell at 12 pM with 1 % phiX174 control library (Illumina). Paired-end sequencing was performed on two MiSeq v2 2x150 bp flow cells according to the manufacturers’ recommendations (Illumina). The raw data from the MiSeq instrument were de-multiplexed and fastq files generated for each RNA-seq library [53].

### Microarray data analysis

Statistical analysis of microarray and RNA-seq data for differential gene expression was performed using the limma package [54] implemented in R 3.0.2. For analysis of microarray data from DHA experiments, the .gpr microarray files were used as input. Microarray features flagged by the Genepix software, designated as empty (no oligo probe), not in genome, negative control, positive control, plastid genome, unmapped, or mapping to non-mRNA were given zero weight for normalization using the modifyWeights function in limma. Microarray feature median foreground signals of Cy5/Cy3 ratios were background corrected with normexp.offset = 50, and normalized within microarrays by global loess. Statistical analysis of differences in normalized Cy5/Cy3 ratio was performed using limma’s linear model fitting comparing normalized signals of DHA treated/untreated as one group with vehicle treated/untreated as another group. Model fitting was performed using feature weights within each array and across arrays using array weights. Features with Benjamini-Hochberg adjusted *p*-value <0.05 were considered as significant. For analysis of annotated genes from microarray features called significant, we removed all dubious features that corresponded to defunct gene models, or conflicted in terms of direction of change for multiple features belonging to the same gene model.

Microarray data meta-analysis was performed as follows. The average log2 normalized values of DHA/vehicle induced change from limma output were obtained for all features. The published average normalized values for artesunate versus untreated parasites were obtained from Natalang et al. Additional file 2 in [4]. From these normalized values, the feature with the lowest reported *p*-value from limma statistical testing of differential expression was taken to represent the annotated gene to which that probe is designed against. For artemisinin, the published normalized log2 Cy5/Cy3 values from control treatments were subtracted from values of corresponding artemisinin time-points as available from Hu et al. Supplementary Table 2 in [5]. A data input file was constructed for meta-analysis containing values for 3196 genes, in which columns contained average normalized values of drug versus control treatment for different treatment time-points. Statistical testing of differential gene expression across the independent datasets was performed using the RPadvance package from the RankProduct suite [55] in R.3.0.2. Genes with pfp <0.05 were considered as significant.

Correlation of DHA-induced transcriptomic changes with those during normal intra-erythrocytic development (IDC) was performed as follows. The average normalized fold-change data across 46 IDC time-points for *P. falciparum* strain HB3 were obtained from the Bozdech et al. dataset S2 in [31]. These values were log2 transformed and a data file constructed containing these values and the average log2 normalized DHA/vehicle values from limma output for the same features (same oligonucleotide probe ID). Features with missing values were removed leaving 4157 for Pearson correlation analysis.

### RNA-seq data analysis

The raw reads from fastq files were first filtered to remove matches to rRNA by BLAST alignment. Pre-processing was performed by trimming low-quality base-calls (N) from reads, followed by removal of exact duplicates and reads of low overall quality. The pre-processed reads were mapped to the *P. falciparum* 3D7 2013-3-1 reference genome, or *P. berghei* ANKA 2013-3-1 and *Mus musculus* build 38 reference genomes (*P. berghei* experiments) using Bowtie2 and TopHat2 programs. Potential duplicate and inaccurately mapped reads were removed, and gene expression counts were determined from counts of sense-strand reads (read 1 only) mapping within (complete and partial overlap) annotated genes. The RNA-seq data processing results are shown in Additional file 6. The full details of the RNA-seq data processing, including custom perl scripts are provided in Additional file 7.

The read counts from mapped RNA-seq data were used as input for limma analysis. Read count data were filtered to remove non-protein coding genes and genes with read counts per million <1 in one or more library. The read counts were normalized using the trimmed mean of M values function implemented in the edgeR package [49]. The normalized read count data were then used to calculate mean-variance relationships and sample weights in voom [56]. Tests for differentially expressed genes were performed using the linear model of DHA versus vehicle treatment in limma [54]. Genes with Benjamini-Hochberg adjusted *p*-value <0.05 were considered as significant.

Correlation analysis of IDC changes with DHA treatment from RNA-seq data was performed in a similar fashion to microarray as follows. The published RNA-seq data from IDC time-points [57–59] were obtained from GEO (Bartfai et al. dataset accession number GSE23865) and EMBL Bank (ERP000069, Otto et al. dataset; and ERP001849, Siegel et al. dataset). The raw fastq files were processed and mapped to the *P. falciparum* 3D7 reference genome as described above. The mapped reads were then used to calculate read counts for annotated genes. All reads mapping to annotated genes in the Otto et al. and Bartfai et al. datasets were assumed to originate from the annotated sense mRNA, whereas only the mapped sense-strand reads from total RNA libraries (libraries #1–4) were used for the Siegel et al. dataset. The sum of read counts from all IDC time-points in each dataset was used as a reference for determining changes in gene expression throughout the IDC. The edgeR package [49] implemented in R.3.0.2 was used to calculate log2 changes in gene expression across IDC time-points, in which read counts were normalized in each RNA-seq library using the trimmed-mean of M-values function in edgeR. The average log2 DHA induced changes from RNA-seq calculated by limma (see above) were correlated with log2 IDC changes for genes expressed at read counts per million >1 in all datasets by Pearson correlation.

### Other data analyses

Venn diagrams were made using the VENNY web tool [60]. Gene ontology analysis was performed using the database for annotation, visualization, and integrated discovery (DAVID) web tool [61] with default parameters. The background gene lists comprised all genes with expression values in each dataset. GO terms with FDR <5 % were considered as significant. Redundant GO terms from significant term lists were removed using the REVIGO tool [62]. Heatmaps and beanplots were constructed using the R packages heatmap.2 and beanplot, respectively in R.3.0.2 [63]. Differences in distributions of differentially expressed genes among ranges of average gene expression were tested using the Wilcoxon rank sum with Bonferroni post-hoc test in R.3.0.2 [63].

## Availability of supporting data

The data sets supporting the results of this article are available in the NCBI Gene Expression Omnibus repository, under SuperSeries accession number GSE62136 [http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE62136].

## Additional files

Additional file 1:
**Microarray data analysis from DHA treatment.** Limma results from 1, 2, and 3 h 500 nM DHA treatments in *P. falciparum* K1 trophozoites. (XLS 2986 kb) Additional file 2:
**Microarray** **meta-analysis** **of ART treatments.** Data input file and RPadvance meta-analysis of microarray data from DHA (this study), artemisinin [5] and artesunate [4] treatments of *P. falciparum* trophozoites. (XLS 1911 kb) Additional file 3:
**Morphology of treated parasites.** Microscopic images were obtained from Giemsa-stained smears of *P. falciparum* synchronized cultures. Scale bars, 5 microns. Parasite counts of each morphologically identifiable stage (ring, troph, schizont) were determined from each experimental condition at harvest after the 1 h treatment period. (PPT 3068 kb) Additional file 4:
**RNA-seq data analysis from DHA treatment of** ***P. falciparum*** **Limma results from 1 h treatments with 500 nM DHA in** ***P. falciparum*** **K1 rings, trophozoites and schizonts.** (XLS 2040 kb) Additional file 5:
**RNA-seq data analysis from DHA treatment of** ***P. berghei.*** Limma results from *in vivo* 2 h treatments of mice infected *P. berghei* ANKA and injected with 10 mg/kg DHA or vehicle control. (XLS 809 kb) Additional file 6:
**Summary of** **RNA-seq** **data preprocessing and read mapping to reference genomes.** (XLS 7464 kb) Additional file 7:
**Supplementary information for bioinformatic methods used for** **RNA-seq** **data analysis.** Complete descriptions and parameters of algorithms used and in-house Perl scripts for RNA-seq data processing. (DOC 87 kb)

# Supplementary material for: Plasmodium parasites mount an arrest response to dihydroartemisinin, as revealed by whole transcriptome shotgun sequencing (RNA-seq) and microarray study
**Source:** BMC Genomics. 2015 Oct 21;16:830. doi: 10.1186/s12864-015-2040-0
**Supplement:** Additional file 3: — Morphology of treated parasites. Microscopic images were obtained from Giemsa-stained smears of P. falciparum synchronized cultures. Scale bars, 5 microns. Parasite counts of each morphologically identifiable stage (ring, troph, schizont) were determined from each experimental condition at harvest after the 1 h treatment period.

## Slide 1
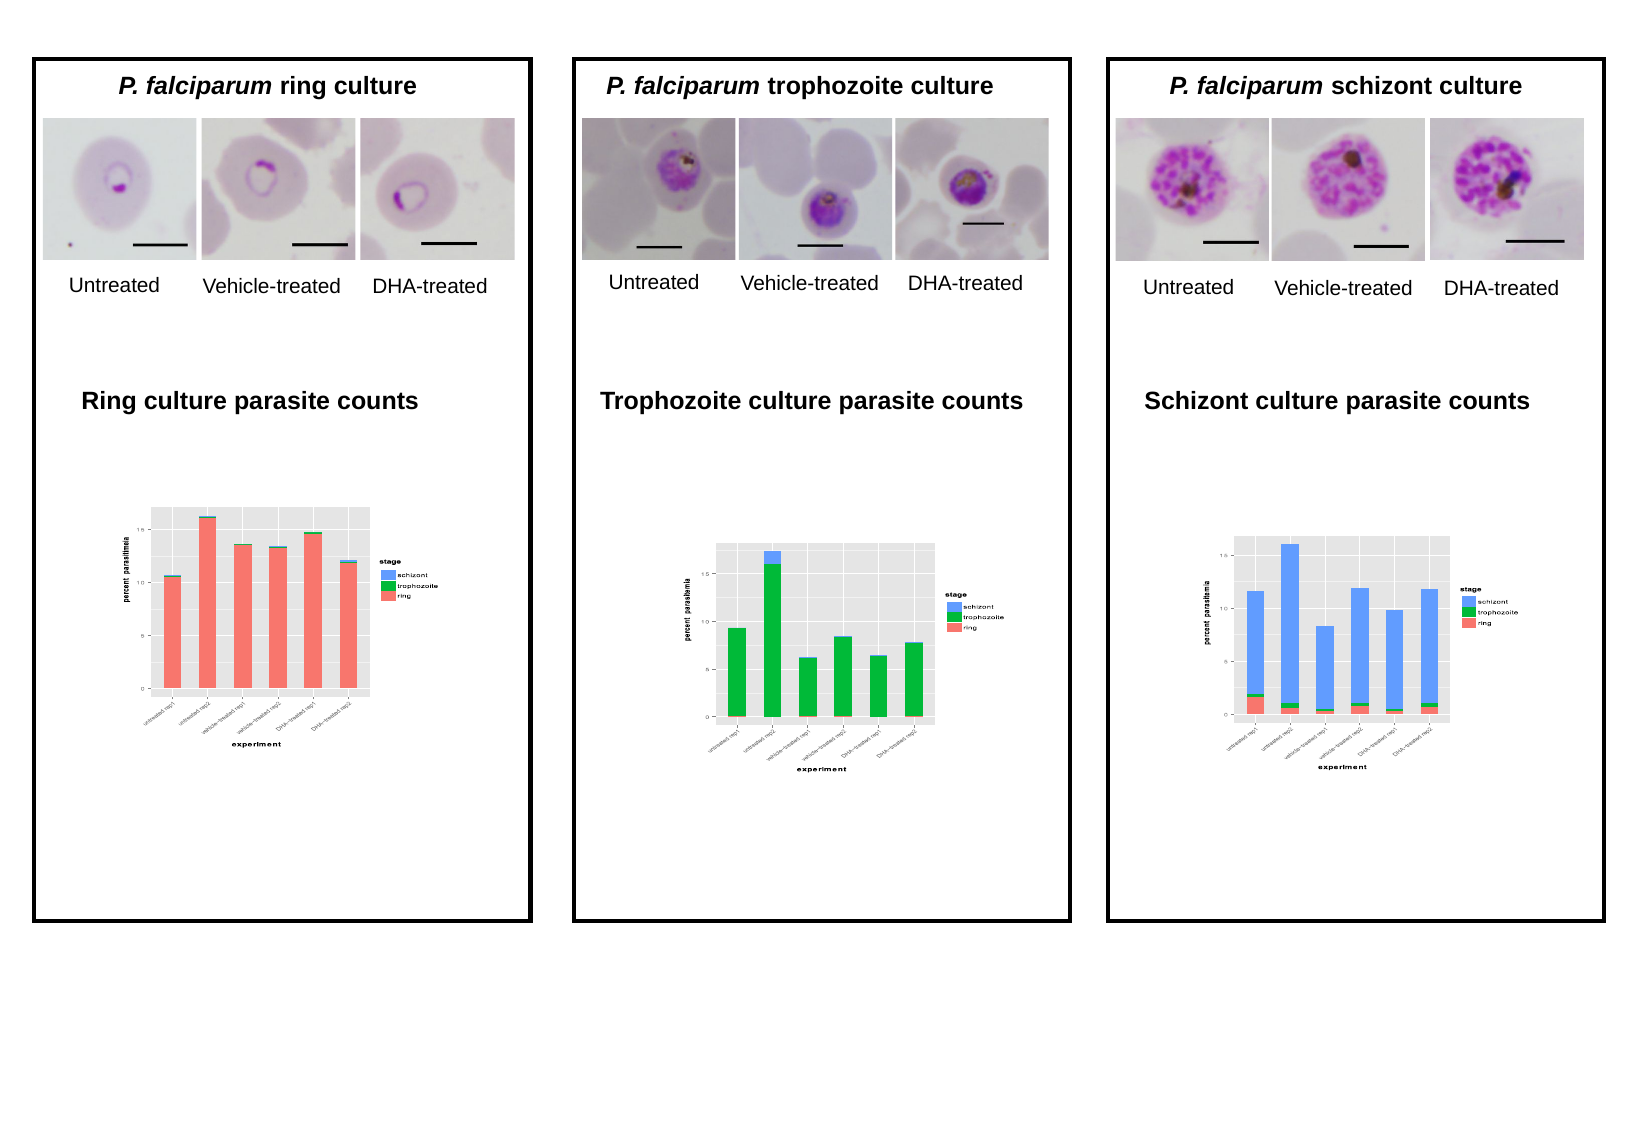

P. falciparum ring culture
P. falciparum trophozoite culture
P. falciparum schizont culture
Untreated
Vehicle-treated
DHA-treated
Untreated
Vehicle-treated
DHA-treated
Untreated
Vehicle-treated
DHA-treated
Ring culture parasite counts
Trophozoite culture parasite counts
Schizont culture parasite counts

# Supplementary material for: Plasmodium parasites mount an arrest response to dihydroartemisinin, as revealed by whole transcriptome shotgun sequencing (RNA-seq) and microarray study
**Source:** BMC Genomics. 2015 Oct 21;16:830. doi: 10.1186/s12864-015-2040-0
**Supplement:** Additional file 7: — Supplementary information for bioinformatic methods used for RNA-seq data analysis. Complete descriptions and parameters of algorithms used and in-house Perl scripts for RNA-seq data processing.

**RNA-seq data analysis methods**

## Program references:

program : prinseq-lite-0.20.3

Schmieder R and Edwards R (2011): Quality control and preprocessing of metagenomic datasets. *Bioinformatics*, **27**:863-864.

program : ncbi-blast-2.2.25+

Altschul, S.F., Gish, W., Miller, W., Myers, E.W. & Lipman, D.J. (1990) "Basic local alignment search tool." *J. Mol. Biol*. **215**:403-410

program : Tophat2

Trapnell, C., Pachter, L. & Salzberg, S.L. (2009). TopHat: discovering splice junctions with RNA-Seq. Bioinformatics **25**, 1105–1111.

Kim, D. et al. (2013) TopHat2: accurate alignment of transcriptomes in the presence of insertions, deletions and gene fusions. *Genome Biol* **14**, R36.

program : samtools

Li, Handsaker, Wysoker., Fennell., Ruan., Homer., Marth., Abecasis., Durbin R. and 1000 Genome Project Data Processing Subgroup (2009). The Sequence alignment/map (SAM) format and SAMtools. *Bioinformatics* **25**, 2078-9.

**Pre-processing**

1. **Remove rRNA reads**

- convert input fastq to fasta

program : prinseq-lite-0.20.3

parameters:

-out_format 1

- obtain rRNA sequences (fasta) from NCBI
- blastn input with rRNA sequences

program : ncbi-blast-2.2.25+

parameters:

-evalue 1e-4

-perc_identity 90

-outfmt 6

-num_threads 8

- identify sequences that map with rRNA, then remove from input

**2. Trim low-quality base-calls and remove bad reads**

- trim N

program : prinseq-lite-0.20.3

parameter :

-trim_ns_left 2 : trim polyN from 5 if N more than 2

-trim_ns_right 2 : trim polyN from 3 if N more than 2

- filter NN in middle of read

Count base until NN is found, then stop and keep distal bases.

- filter quality

program: prinseq-lite-0.20.3

parameters:

-min_qual_mean 20 : filter mean quality of read minimum 20

-derep 1 : remove exact duplicates

**Mapping process**

Map reads to reference genome using Tophat2 with Bowtie2 programs.

parameters:

--max-insertion-length 0 : not allow insertion

--max-deletion-length 0 : not allow deletion

--read-mismatches 10 : allow mismatch 10 positions

--read-gap-length 0 : not allow gap

--read-edit-dist 10 : allow edit base 10 positions

-i 10 : minimum intron length (vary by species)

-l 2425 : maximum intron length (vary by species)

get length intron by GFF annotation of *Plasmodium* version 11

*Plasmodium berghei* max = 2432 min = 1

*Plasmodium falciparum* 3D7 max = 1360 min = 1

-g 1 : unique mapping

-p 8 : process to run

**Post processing**

Remove potential duplicates and inaccurately mapped reads.

1. Remove potential PCR duplicates

program : samtools

parameters:

sort : sort bam file

rmdup -s : remove duplicates for paired end reads

2. Remove inaccurately mapped reads

Adjust number of allowed mismatches according to trimmed read length:

35-50 bases allow max 1 mismatch,

51-100 bases allow max 2 mismatches,

101+ bases allow max 3 mismatches

programs: samtools, custom perl script separateRead2.pl

parameters:

calmd :calculate MD tag for present no. mismatch

3. Filter quality of reads

program :perl script findquality_samfile.pl

1. extract properly paired, read1, read2, forward and reverse mapped reads

program: samtools

parameters:

view -h -f 0x0040 : read1

view -h -f 0x0080 : read2

view -F 0x10 : forward

view -f 0x10 : reverse

**Calculate read counts for each gene and RPKM**

Use samtools to extract reads in the range of all annotated exons of each gene, separate reads between sense and antisense then calculate RPKM for each gene

program: samtools, custom perl script

**Perl script for calculating sense/antisense counts**

input: forward read bamfile, reverse read bamfile

process:

get detail of annotated genes from PlasmoDB database -> count forward read and reverse read that rely on range of each exon by using samtools “samtools view bamfile coordinate(chr:x-y) | wc -l” , then merge amount of forward read and reverse read of every exon

next, if gene is located on the plus strand, sense read count is the total of mapped forward reads and antisense is the total of reverse reads, and vice versa for genes orientated on the minus strand.

#!/usr/bin/perl -w

use strict;

use DBI;

use DBD::mysql;

#use Mysql;

my $bamfileforward = $ARGV[0]; #bamfile of forward mapping read

my $bamfilereverse = $ARGV[1]; #bamfile of reverse mapping read

## connect mySQL database for collect annotation data

my $database = "plasmodium falciparum database from GFF of plasmodium falciparum version 11 (www.plasmoDB.org)";

my $dsn = "dsn of mySQL";

my $user = "user";

my $pw = "password";

my $connect = DBI->connect($dsn,$user,$pw)

or die "Connection Error: $DBI::errstr\n";

# select sample_name from gene_on_Genome GROUP BY `sample_name` #each sample_name

my $query_sample_name = "select * from gff_genes_info_11_Pfalciparum3D7";

my $query_handle_sp = $connect->prepare($query_sample_name);

my %gene = ();

my %result = ();

$query_handle_sp->execute or die "SQL Error: $DBI::errstr\n";

while(my $hash_ref = $query_handle_sp->fetchrow_hashref)

{

my $id = $hash_ref->{id};

$gene{$id}{"gene_name"} = $hash_ref->{gene_name};

$gene{$id}{"description"} = $hash_ref->{description};

$gene{$id}{"Ref_seq"} = $hash_ref->{seq_id};

my $chro = $gene{$id}{"Ref_seq"};

$gene{$id}{"start"} = $hash_ref->{phys_start};

$gene{$id}{"end"} = $hash_ref->{phys_end};

$gene{$id}{"strand"} = $hash_ref->{strand};

$gene{$id}{"exon_count"} = $hash_ref->{exon_count};

$gene{$id}{"exon_starts"} = $hash_ref->{exon_starts};

$gene{$id}{"exon_ends"} = $hash_ref->{exon_ends};

## collect data in each exon

my @tmpstart = split(/,/, $gene{$id}{"exon_starts"});

my @tmpend = split(/,/, $gene{$id}{"exon_ends"});

my $length = 0;

my $lengthall = 0;

my $lengthlong = 0;

my $countreadlongforward = 0;

my $countreadlongreverse = 0;

my $coordinate;

my $countreadforward = 0;

my $countallforward = 0;

my $countreadreverse = 0;

my $countallreverse = 0;

################ count read only exon range ##################################

for(my $i = 0; $i < $gene{$id}{"exon_count"};$i++)

{

$length = ($tmpend[$i]-$tmpstart[$i])+1;

$coordinate = "$chro:$tmpstart[$i]-$tmpend[$i]";

$countreadforward = qx(samtools view $bamfileforward $coordinate | wc -l);

chomp($countreadforward);

$lengthall = $lengthall+$length;

$countallforward = $countallforward+$countreadforward;

$countreadreverse = qx(samtools view $bamfilereverse $coordinate | wc -l);

chomp($countreadreverse);

$countallreverse = $countallreverse+$countreadreverse;

}

my $C_value_short_fwd = $countallforward;

my $C_value_short_rev = $countallreverse;

my $L_value_short = $lengthall/1000;

########### if gene have more structure then check duplicate and choose longest range ######################

if (exists $result{$gene{$id}{"gene_name"}})

{

if($result{$gene{$id}{"gene_name"}}{"lengthshort"}<$L_value_short)

{

$result{$gene{$id}{"gene_name"}}{"lengthshort"} = $L_value_short;

$result{$gene{$id}{"gene_name"}}{"countshortfwd"} = $C_value_short_fwd;

$result{$gene{$id}{"gene_name"}}{"countshortrev"} = $C_value_short_rev;

$result{$gene{$id}{"gene_name"}}{"exonstart"} = $gene{$id}{"exon_starts"};

$result{$gene{$id}{"gene_name"}}{"exonend"} = $gene{$id}{"exon_ends"};

$result{$gene{$id}{"gene_name"}}{"chr"} = $gene{$id}{"Ref_seq"};

$result{$gene{$id}{"gene_name"}}{"strand"} = $gene{$id}{"strand"};

}

elsif($result{$gene{$id}{"gene_name"}}{"lengthshort"}==$L_value_short)

{

if($result{$gene{$id}{"gene_name"}}{"countshortfwd"}< $C_value_short_fwd && $result{$gene{$id}{"gene_name"}}{"countshortrev"}< $C_value_short_rev)

{

$result{$gene{$id}{"gene_name"}}{"lengthshort"} = $L_value_short;

$result{$gene{$id}{"gene_name"}}{"countshortfwd"} = $C_value_short_fwd;

$result{$gene{$id}{"gene_name"}}{"countshortrev"} = $C_value_short_rev;

$result{$gene{$id}{"gene_name"}}{"exonstart"} = $gene{$id}{"exon_starts"};

$result{$gene{$id}{"gene_name"}}{"exonend"} = $gene{$id}{"exon_ends"};

$result{$gene{$id}{"gene_name"}}{"chr"} = $gene{$id}{"Ref_seq"};

$result{$gene{$id}{"gene_name"}}{"strand"} = $gene{$id}{"strand"};

}

}

}

else

{

$result{$gene{$id}{"gene_name"}}{"lengthshort"} = $L_value_short;

$result{$gene{$id}{"gene_name"}}{"countshortfwd"} = $C_value_short_fwd;

$result{$gene{$id}{"gene_name"}}{"countshortrev"} = $C_value_short_rev;

$result{$gene{$id}{"gene_name"}}{"exonstart"} = $gene{$id}{"exon_starts"};

$result{$gene{$id}{"gene_name"}}{"exonend"} = $gene{$id}{"exon_ends"};

$result{$gene{$id}{"gene_name"}}{"chr"} = $gene{$id}{"Ref_seq"};

$result{$gene{$id}{"gene_name"}}{"strand"} = $gene{$id}{"strand"};

}

}

## print to file

my $ratiosense_antisense = 0;

for my $key ( sort keys %result )

{

if($result{$key}{'strand'} eq "+")

{

$ratiosense_antisense = $result{$key}{'countshortfwd'}/$result{$key}{'countshortrev'};

print "$key\t$result{$key}{'chr'}\t$result{$key}{'strand'}\t$result{$key}{'lengthshort'}\t$result{$key}{'countshortfwd'}\t$result{$key}{'countshortrev'}\t$ratiosense_antisense\n";

}

elsif($result{$key}{'strand'} eq "-")

{

$ratiosense_antisense = $result{$key}{'countshortrev'}/$result{$key}{'countshortfwd'};

print "$key\t$result{$key}{'chr'}\t$result{$key}{'strand'}\t$result{$key}{'lengthshort'}\t$result{$key}{'countshortrev'}\t$result{$key}{'countshortfwd'}\t$ratiosense_antisense\n";

}

}

**perl script for calculating RPKM**

input: bamfile, amount of all mapped reads

process: get details of annotated genes from PlasmoDB database

for each gene -> count read that rely on range of each exon by using samtools “samtools view bamfile coordinate(chr:x-y) | wc -l” , then merge read counts of all exons.

Next, calculate RPKM = total mapped reads to gene / (total of all mapped reads/1000000) * (length of all exons combined/1000)

#!/usr/bin/perl -w

use strict;

use DBI;

use DBD::mysql;

#use Mysql;

my $bamfile = $ARGV[0]; #bamfile of all mapping read

my $allmapread = $ARGV[1]; #amount of all read

my $N_value = $allmapread/1000000;

## connect mySQL database for collect annotation data

my $database = "plasmodium falciparum database from GFF of plasmodium falciparum version 11 (www.plasmoDB.org)";

my $dsn = "dsn of mySQL";

my $user = "user";

my $pw = "password";

my $connect = DBI->connect($dsn,$user,$pw)

or die "Connection Error: $DBI::errstr\n";

my $query_sample_name = "select * from gff_genes_info_11_Pfalciparum3D7";

my $query_handle_sp = $connect->prepare($query_sample_name);

my %gene = ();

my %result = ();

$query_handle_sp->execute or die "SQL Error: $DBI::errstr\n";

while(my $hash_ref = $query_handle_sp->fetchrow_hashref)

{

my $id = $hash_ref->{id};

$gene{$id}{"gene_name"} = $hash_ref->{gene_name};

$gene{$id}{"Ref_seq"} = $hash_ref->{seq_id};

my $chro = $gene{$id}{"Ref_seq"};

$gene{$id}{"start"} = $hash_ref->{phys_start};

$gene{$id}{"end"} = $hash_ref->{phys_end};

$gene{$id}{"strand"} = $hash_ref->{strand};

$gene{$id}{"exon_count"} = $hash_ref->{exon_count};

$gene{$id}{"exon_starts"} = $hash_ref->{exon_starts};

$gene{$id}{"exon_ends"} = $hash_ref->{exon_ends};

## collect data in each exon

my @tmpstart = split(/,/, $gene{$id}{"exon_starts"});

my @tmpend = split(/,/, $gene{$id}{"exon_ends"});

my $length = 0;

my $lengthall = 0;

my $lengthlong = 0;

my $countreadlong = 0;

my $coordinate;

my $countread = 0;

my $countall = 0;

############ count read in all range (include exon and intron) ###########

my $last = $gene{$id}{"exon_count"}-1;

$lengthlong = ($tmpend[$last]-$tmpstart[0])+1;

my $L_value_long = $lengthlong/1000;

$coordinate = "$chro:$tmpstart[0]-$tmpend[$last]";

$countreadlong = qx(samtools view $bamfile $coordinate | wc -l);

chomp($countreadlong);

my $C_value_long = $countreadlong;

my $RPKM_long = $C_value_long/($N_value*$L_value_long);

################ count read only exon range ##################################

for(my $i = 0; $i < $gene{$id}{"exon_count"};$i++)

{

$length = ($tmpend[$i]-$tmpstart[$i])+1;

$coordinate = "$chro:$tmpstart[$i]-$tmpend[$i]";

$countread = qx(samtools view $bamfile $coordinate | wc -l);

chomp($countread);

$lengthall = $lengthall+$length;

$countall = $countall+$countread;

}

my $C_value_short = $countall;

my $L_value_short = $lengthall/1000;

my $RPKM_short = $C_value_short/($N_value*$L_value_short);

########### if gene have more structure then check duplicate and choose longest range ######################

if (exists $result{$gene{$id}{"gene_name"}})

{

if($result{$gene{$id}{"gene_name"}}{"lengthshort"}<$L_value_short)

{

$result{$gene{$id}{"gene_name"}}{"lengthshort"} = $L_value_short;

$result{$gene{$id}{"gene_name"}}{"lengthlong"} = $L_value_long;

$result{$gene{$id}{"gene_name"}}{"countshort"} = $C_value_short;

$result{$gene{$id}{"gene_name"}}{"countlong"} = $C_value_long;

$result{$gene{$id}{"gene_name"}}{"RPKMshort"} = $RPKM_short;

$result{$gene{$id}{"gene_name"}}{"RPKMlong"} = $RPKM_long;

$result{$gene{$id}{"gene_name"}}{"exonstart"} = $gene{$id}{"exon_starts"};

$result{$gene{$id}{"gene_name"}}{"exonend"} = $gene{$id}{"exon_ends"};

$result{$gene{$id}{"gene_name"}}{"chr"} = $gene{$id}{"Ref_seq"};

}

elsif($result{$gene{$id}{"gene_name"}}{"lengthshort"}==$L_value_short)

{

if($result{$gene{$id}{"gene_name"}}{"countshort"}< $C_value_short)

{

$result{$gene{$id}{"gene_name"}}{"lengthshort"} = $L_value_short;

$result{$gene{$id}{"gene_name"}}{"lengthlong"} = $L_value_long;

$result{$gene{$id}{"gene_name"}}{"countshort"} = $C_value_short;

$result{$gene{$id}{"gene_name"}}{"countlong"} = $C_value_long;

$result{$gene{$id}{"gene_name"}}{"RPKMshort"} = $RPKM_short;

$result{$gene{$id}{"gene_name"}}{"RPKMlong"} = $RPKM_long;

$result{$gene{$id}{"gene_name"}}{"exonstart"} = $gene{$id}{"exon_starts"};

$result{$gene{$id}{"gene_name"}}{"exonend"} = $gene{$id}{"exon_ends"};

$result{$gene{$id}{"gene_name"}}{"chr"} = $gene{$id}{"Ref_seq"};

}

}

}

else

{

$result{$gene{$id}{"gene_name"}}{"lengthshort"} = $L_value_short;

$result{$gene{$id}{"gene_name"}}{"lengthlong"} = $L_value_long;

$result{$gene{$id}{"gene_name"}}{"countshort"} = $C_value_short;

$result{$gene{$id}{"gene_name"}}{"countlong"} = $C_value_long;

$result{$gene{$id}{"gene_name"}}{"RPKMshort"} = $RPKM_short;

$result{$gene{$id}{"gene_name"}}{"RPKMlong"} = $RPKM_long;

$result{$gene{$id}{"gene_name"}}{"exonstart"} = $gene{$id}{"exon_starts"};

$result{$gene{$id}{"gene_name"}}{"exonend"} = $gene{$id}{"exon_ends"};

$result{$gene{$id}{"gene_name"}}{"chr"} = $gene{$id}{"Ref_seq"};

}

}

## print to file

for my $key ( sort keys %result )

{

print "$key\t$result{$key}{'chr'}\t$result{$key}{'lengthshort'}\t$result{$key}{'countshort'}\t$result{$key}{'RPKMshort'}\t$result{$key}{'lengthlong'}\t$result{$key}{'countlong'}\t$result{$key}{'RPKMlong'}\t$result{$key}{'exonstart'}\t$result{$key}{'exonend'}\n";

}

How the deposited data were processed for this re-analysis (not part of the article)

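The 18 RNA-seq libraries of *P. falciparum* K1 rings, trophozoites and schizonts, untreated, treated with vehicle or treated with DHA, were analysed from the counts the authors deposited. To make them, the authors removed rRNA reads by BLAST, trimmed the reads by quality, aligned them to the 3D7 genome with TopHat2 under a setting they describe as unique mapping, removed duplicates and reads with many mismatches, and counted sense-strand first reads on exons, which were summed per gene. The values are whole-number counts without normalization. The microarray and *P. berghei* experiments were not analysed here, except that the paper's own gene lists from Additional files 1 and 5 were set against the RNA-seq calls. GO annotation and the published time courses of the IDC were not used here.

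Samples were grouped by the stage, treatment and replicate number in their labels, with 2 replicates in each of 9 groups. The pairing of replicates used in the replicate block comes from these replicate numbers alone, and was checked by the correlation across genes of the deviations of same-numbered libraries from their group means. That correlation was below -0.1 for DHA against untreated trophozoites. The block was also fitted with the numbers crossed, in all 9 comparisons. Of 5771 gene IDs, 5627 were matched to RefSeq locus tags, 226 annotated as non-coding RNA were left out, and 3449 had a product description in the paper's supplementary tables, by which gene families were defined. A family's background was the tested genes with a product description, without matching on expression. Alternative transcripts listed apart (170 IDs) were kept as listed. With totals from 1051322 to 1810684 counts per library, a CPM of 1 is between 1 and 2 counts, so that changes of genes near the filter rest on few reads.

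Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. For each stage, DHA was compared with vehicle, DHA with untreated and vehicle with untreated, 9 comparisons in all. The test was edgeR's quasi-likelihood F test with TMM normalization on genes with a CPM of at least 1 in each of the 4 libraries compared, at a Benjamini-Hochberg adjusted p under 0.05, with no replicate block. All adjusted p-values of single genes are from this test unless another is named. The standard error of a log2 change is its size divided by the square root of the F statistic. The interaction of stage and treatment was tested with the same method in the 12 DHA and vehicle libraries, with 1 dispersion per gene for all of them. Lists of changed genes were compared by Fisher's exact test, one-sided for the overlap of stages. The 80 cytosolic ribosomal protein genes were compared with 10000 random lists matched on mean expression in 20 bins. Random lists were drawn from all tested genes, those of the list under test included. Changed trophozoite genes were divided into 8 expression intervals. Each of the 3 tests of differential expression, the interaction and the random lists were tested on simulated data before use. With 200 genes changed by 2-fold, the quasi-likelihood test recovered 61% of them in rings, 77% in trophozoites and 16.5% in schizonts. With 4-fold changes it recovered 92%, 95.5% and 90.5%.

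The comparisons, the tests and most alternatives were set before the data were examined. The alternatives were limma voom with sample quality weights, which the paper names, DESeq2's Wald test with its size factors, scaling to total counts, the replicate block, no expression filter, the filter over all 6 libraries of a stage, a dispersion shared by 12 libraries, all annotated genes, the genes without PfEMP1, rifin and stevor genes, untreated libraries as the control, all tested genes in the expression intervals, and each library left out in turn. The crossed block and limma voom with the filter over 6 libraries were added after seeing the data. With 2 libraries per group, no p-value was computed when a library was left out, and no other splits of the samples were made. Genes named are those the paper names by ID, the 3 rising and the 3 falling genes with the smallest adjusted p in rings and in trophozoites whose log2 change had the same sign in both replicate pairs, 1 rising and 1 falling gene in schizonts, and the member with the smallest adjusted p of each gene family the paper names.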

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

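The tests of the vehicle against untreated comparisons and of rRNA removal were chosen only after their results were seen, and the other tests before.

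The DHA effect differed between stages, by the interaction of stage and treatment, for 1055 genes between trophozoites and schizonts, 183 genes between rings and schizonts, and 354 genes between trophozoites and rings. Each gene had 1 dispersion for all stages, which can understate the spread of schizonts and overstate that of the others. All vehicle libraries were sequenced in pool 2, so a pool effect that varies with stage could give such differences. To test this, the interaction was repeated with untreated libraries, sequenced in pool 1 like the DHA libraries, in place of vehicle libraries. Of the genes that differed, 53.4% passed the threshold again in the same direction between trophozoites and rings, 48.9% between trophozoites and schizonts, and 24.6% between rings and schizonts. By the limits set for the test (under 20% for an effect of the pool, 50% or more against it), the first value lies on the side against the pool. The other 2 lie between the limits. The DHA libraries are the same in both tests, so some repetition is built in. Its size was not estimated, so the first value does not exclude the pool. Depth, GC content and gene length were not tested as explanations, so no difference is called biological here.

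Vehicle-treated and untreated parasites, which the paper does not compare by RNA-seq, differed at 1409 genes in rings (797 up-regulated and 612 down-regulated in vehicle) and 584 in schizonts (237 and 347), against 83 in trophozoites. The ring split depended on the scaling, with 141 up-regulated and 2051 down-regulated when scaled to total counts. The difference between stages in this comparison was not tested. Vehicle and untreated libraries also differ in pool. Of the genes called under TMM, 68.1% in rings and 32.0% in schizonts passed the threshold in the same direction between DHA and untreated libraries of pool 1. Both comparisons use the same untreated libraries, so part of this agreement is built in. By the limits set, the ring value goes against the pool and the schizont value lies between the limits. The size of the built-in part was not estimated, so the test does not decide the question at either stage.

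A candidate explanation in rings is RNA from schizonts in the untreated cultures. For a list of genes for merozoite invasion proteins, written before the test, the median log2 change of untreated over vehicle was 1.08 over 19 genes (range 0.18 to 2.16), at percentile 100 of random lists matched on expression, whose median was -0.67. Their median log2 CPM was 8.67 and 9.05 in untreated rings, 7.90 and 7.91 with vehicle, and 8.12 and 8.23 with DHA. The untreated ring libraries also had an r of 0.699 with untreated schizonts, against 0.476 for vehicle-treated and 0.490 for DHA-treated rings. The test does not separate schizont RNA from a difference in parasite age or an effect of the vehicle. In schizonts, ring RNA in the untreated cultures was tested by correlating the change, untreated over vehicle, with the untreated ring profile across genes. The r was -0.00614, which by the test as set goes against ring RNA. The untreated schizont libraries enter the change and, with the opposite sign, the ring profile. This pulls r down, so the value cannot decide the question. Comparisons with untreated rings carry the ring difference in invasion genes, which limits what they show about the pool.

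Non-coding RNA genes, which the paper left out, were tested in a fit that kept all annotated genes. In rings 12 of 63 changed under DHA against vehicle, all down, and in trophozoites 50 of 72 did, 9 up and 41 down. In schizonts 0 of 78 did, with 7 at an unadjusted p under 0.05. The difference between stages was not tested for them. Of the ring genes, 0% passed the threshold in the same direction against untreated rings, which is consistent with an effect of the sequencing pool of the vehicle libraries. Of the trophozoite genes, 70% did, past the limit set against it, but the shared DHA libraries build in part of this. The efficiency of rRNA removal is another technical explanation, and was tested by the share of reads that are rRNA in the paper's own table. In rings it was 0.433% and 0.384% with DHA and 1.65% and 1.36% with vehicle (difference of the means -1.09), lower with DHA like the changed genes and consistent with it. In trophozoites it was 0.360% and 0.250% with DHA and 0.232% and 0.281% with vehicle (difference 0.0490). By direction alone this goes against it, because the share was not lower on average with DHA while most changed genes fell. The libraries of the 2 groups overlap, however, so the values do not decide the question in trophozoites. No biological explanation was tested.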

How the results depend on the processing

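All alternatives were set before the data were examined, apart from the crossed replicate block and limma voom with the filter over 6 libraries, which were chosen after seeing the values. In trophozoites, between 1368 and 2575 genes changed under DHA across the alternatives run, and in rings between 259 and 1029. The causes of the shifts below were not tested, except where a value is given.

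With DESeq2, 402 genes changed in rings and 1 in schizonts. Between vehicle and untreated, 175 genes differed in trophozoites and 368 in schizonts. The genes up-regulated in both rings and trophozoites were 71, those down-regulated by both RNA-seq and microarray 36, and the mean log2 changes of the lowest and highest expression intervals 1.19 and -0.54. With limma voom, 389 genes differed between vehicle and untreated trophozoites, 817 had a different DHA effect in trophozoites and rings, and the lowest interval had a mean of 0.74. With limma voom and the filter over 6 libraries, 657, 2342 and 0 genes changed in rings, trophozoites and schizonts, with 152 in schizonts at an unadjusted p under 0.05.

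With the replicate block, paired by replicate number, 1029 genes changed under DHA in rings, where the correlation of same-numbered libraries was 0.0729. Between DHA and untreated schizonts 741 genes differed against 291 without the block (correlation 0.140), and between vehicle and untreated trophozoites 333 against 83 (correlation -0.0934). Rings and schizonts differed in the DHA effect at 368 genes against 183, trophozoites and rings at 565 against 354, and 268 genes against 174 were up-regulated in both rings and trophozoites. For DHA against untreated trophozoites the correlation was -0.215, and 1643 genes without a block became 1456 with it and 2158 with the numbers crossed. With the numbers crossed, the genes changed under DHA against vehicle were 443 in rings, 2237 in trophozoites and 1 in schizonts, against 665, 2375 and 0 without a block. Between DHA and untreated they were 1161 in rings and 110 in schizonts, against 1241 and 291. Between vehicle and untreated they were 1087 in rings, 610 in trophozoites and 844 in schizonts, against 1409, 83 and 584. The schizont libraries of this last comparison had a correlation of -0.0705, and 540 genes differed with the block paired by number. These fits leave 1 residual degree of freedom in each comparison of 4 libraries. With a dispersion shared by 12 libraries, 259 genes changed in rings, 1368 in trophozoites and 17 in schizonts.

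With total-count scaling, the median log2 change of all genes under DHA against vehicle became 0.37 in rings, 0.16 in trophozoites and -0.12 in schizonts. Against untreated it became -0.69 in rings, 0.13 in trophozoites and -0.21 in schizonts, and for vehicle against untreated -1.08 in rings. The changes below include these shifts. In schizonts 1 gene changed under DHA, 480 differed between DHA and untreated, and in rings 2192 differed between vehicle and untreated. Rings and schizonts differed in the DHA effect at 469 genes. Of genes changed in both rings and trophozoites, 74 were down-regulated and 428 up-regulated. The ribosomal median was -0.18 in rings and -0.76 in trophozoites (-0.54 and -0.91 relative to all genes, -0.55 and -0.91 under TMM). The lowest and highest expression intervals had means of 0.74 and -0.22.

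With untreated libraries as the control, the ribosomal median changed sign in rings (0.99) and was -1.09 in trophozoites. The correlation of the change with the stage's own profile changed sign in rings (0.249) and in schizonts (-0.263). Without an expression filter this correlation was -0.147 in rings and -0.377 in trophozoites. Over all tested genes, the lowest and highest expression intervals had means of 0.10 and -0.23. With each of the 4 libraries left out in turn, the ribosomal median in rings went from -0.65 to -0.35, the ring correlation from -0.224 to -0.181 and the schizont correlation from -0.0564 to 0.293.

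Among single genes, the sign of the log2 change turned with total-count scaling for PF3D7_0915000 (0.30), PF3D7_1034400 (0.28) and PF3D7_1343700 (0.19) in rings and PF3D7_0515300 (0.0879) in trophozoites, and with limma voom for PF3D7_1034400 in rings (0.0715). With untreated rings as the control it turned for PF3D7_1343700 (0.10), PF3D7_0515300 (-0.79), PF3D7_1108600 (0.29), PF3D7_0917900 (0.43), PF3D7_0322000 (0.90), PF3D7_1357800 (0.85), PF3D7_1438900 (0.29), PF3D7_1457200 (0.55), PF3D7_1037300 (0.25), PF3D7_1001500 (0.76), PF3D7_0402200 (-2.57) and PF3D7_1328100 (0.19). With untreated trophozoites it turned for PF3D7_0915000 (-0.52), PF3D7_0515300 (0.50) and PF3D7_1121600 (0.0404). Leaving out a library turned the sign for PF3D7_0915000 (from -0.24 to 0.16), PF3D7_1034400 (from -0.50 to 0.60), PF3D7_0718500 (from -0.0705 to 0.34) and PF3D7_1121600 (from -0.0744 to 0.19) in rings and PF3D7_0515300 (from -0.16 to 0.00713) in trophozoites.

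The other single-gene results kept their direction in the settings in which they were tested. PF3D7_1219400 in rings and PF3D7_0114400 and PF3D7_0113100 in trophozoites were not tested against untreated libraries. Against untreated libraries 28 kept their side of the threshold, 7 no longer passed it and 3 passed it only then. The corresponding numbers were 53, 2 and 1 with DESeq2, and 41, 6 and 5 with total-count scaling. With limma voom 54 kept their side and 1 newly passed, and with the replicate block 53 and 3. With a library left out, the log2 change of 17 to 23 genes moved by more than the spread between replicates.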

Differences from the paper's values

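For genes changed in the same direction by RNA-seq and microarray in trophozoites, the paper's values are 167 down-regulated and 216 up-regulated genes, against 57 and 96 here. The array genes that could be paired with a current ID were 30.4% of those on the paper's list. Of the alternatives set before the data were examined, neither limma voom (56 and 97) nor DESeq2 (36 and 77) closed the gap.

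The paper states that 21 pairs of expression intervals of RNA-seq genes differ, against 12 pairs here. Of the alternatives set before the data were examined, limma voom (18), DESeq2 (17) and total-count scaling (19) narrowed the gap to within 1.5 times of the paper's number without reaching it, and taking all tested genes (7) did not.

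The paper gives EXP1 (PF3D7_1121600) as down-regulated in trophozoites, where its log2 change was -0.23 with an adjusted p of 0.0902. It passed the threshold with limma voom (adjusted p = 0.0455) and with the replicate block (adjusted p = 0.00358, with a correlation of same-numbered libraries of 0.108), and did not with DESeq2 or total-count scaling. The paper gives the PTEX genes as up-regulated in trophozoites, where 4 of 5 passed the threshold and the lowest log2 change was -0.24. The FIKK genes up-regulated there were 17, and 18 with total-count scaling, the number the paper gives. The paper describes the change in rings and trophozoites as nearly a mirror image of untreated parasites, from correlations over published time courses. With the profile of the untreated libraries of the same stage, the correlation of the change across genes was -0.225 in rings and -0.426 in trophozoites. This is another measure than the paper's, so the values do not show a difference from it.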

Other observations

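The simulations of schizont counts were chosen only after the schizont result was seen, and the other tests before.

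Vehicle-treated libraries were sequenced in pool 2 and DHA-treated and untreated libraries in pool 1. If the pool were the cause of the genes called between DHA and vehicle, few of them would pass the threshold in the same direction between DHA and untreated libraries of pool 1. In rings 18.9% of the 665 genes did, and in trophozoites 53.3% of the 2375. Of the genes down-regulated in both stages 3.43% did so in both, and of those up-regulated in both 30.5%. By the limits set, the ring and shared down-regulated genes fell on the side of a pool effect, and the trophozoite genes on the side against it. The shared up-regulated genes fell between the limits. Untreated rings also differ from both treated groups in the signal of merozoite invasion genes, so that a low value in rings can follow from the untreated cultures as well as from the pool. The DHA libraries are shared by both comparisons, so part of the repetition is built in. Its size was not estimated, so the trophozoite value does not exclude the pool.

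In trophozoites, the difference in mean log2 change between the lowest and the highest expression interval was 0.67 against vehicle and 0.36 against untreated for the same genes, 52.8% of its size. By the limit set for the test (50%) this goes against the pool as the only source. The genes had been chosen for their change against vehicle, and the value is close to the limit. Over all tested genes, changed or not, the means of the lowest and highest intervals were 0.10 and -0.23 against vehicle and -0.37 and -0.16 against untreated, so that the difference between them reversed. The pattern thus does not hold for all genes with both controls.

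In schizonts 0 genes passed the threshold between DHA and vehicle, with 164 at an unadjusted p under 0.05, against 665 in rings. By the test as written before, so low a number goes against an effect of the pool that is the same at all stages. When the log2 changes of 2325 trophozoite genes were put into counts simulated with the means, depths and dispersions of the schizont libraries, 38.0% of them were called on average over 20 simulations (35.3% to 40.6%). This was a mean of 883 genes, so that under the simulated spread a response of the trophozoite's size would have been detected in part. With the changes of 653 ring genes in their place, a mean of 180.1 genes was called (at least 100). The simulated spread thus lowered the number called, but did not bring it to 0 for changes of either size. Each gene was given the dispersion of the trend at its expression, and counts were drawn independently. In the real schizont libraries, same-numbered libraries deviated with a correlation of 0.342 across genes. The changes put in were those of genes already called. The simulations therefore do not exclude a wider spread as the reason for the 0 genes.

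The changes under DHA against vehicle in schizonts had an r across genes of -0.199 with those in rings and -0.367 with those in trophozoites. Against untreated libraries the values were 0.409 and -0.120.

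In rings, 6 of 19 FIKK genes were up-regulated and 0 down-regulated (Fisher's exact test across genes, adjusted p = 0.0329, and 0.223 with total-count scaling). Of 41 PHIST genes 9 were up-regulated and 6 down-regulated (Fisher's exact test, adjusted p = 0.0479 for up-regulation, and 0.452 with total-count scaling). The medians were 0.33 and 0.13, and positive under both scalings. The median of ETRAMP genes went from -0.22 under TMM to 0.11 with total-count scaling, and that of proteasome genes from -0.22 to 0.10. Relative to all genes they were -0.27 and -0.26 for ETRAMP genes and -0.27 and -0.27 for proteasome genes. Of 5 PTEX genes 0 passed the threshold in rings under TMM and 3 were up-regulated with total-count scaling. Their median relative to all genes hardly moved, from 0.0930 under TMM to 0.0883, so the scaling did not raise them relative to other genes.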
